# Identification and characterization of the glucose dual-affinity transport system in *Neurospora crassa*: pleiotropic roles in nutrient transport, signaling, and carbon catabolite repression

**DOI:** 10.1186/s13068-017-0705-4

**Published:** 2017-01-19

**Authors:** Bang Wang, Jingen Li, Jingfang Gao, Pengli Cai, Xiaoyun Han, Chaoguang Tian

**Keywords:** Glucose transporter, Dual-affinity, GLT-1, HGT-1/-2, Cellulase, Signaling

## Abstract

**Background:**

The glucose dual-affinity transport system (low- and high-affinity) is a conserved strategy used by microorganisms to cope with natural fluctuations in nutrient availability in the environment. The glucose-sensing and uptake processes are believed to be tightly associated with cellulase expression regulation in cellulolytic fungi. However, both the identities and functions of the major molecular components of this evolutionarily conserved system in filamentous fungi remain elusive. Here, we systematically identified and characterized the components of the glucose dual-affinity transport system in the model fungus *Neurospora crassa*.

**Results:**

Using RNA sequencing coupled with functional transport analyses, we assigned GLT-1 (*K*_m_ = 18.42 ± 3.38 mM) and HGT-1/-2 (*K*_m_ = 16.13 ± 0.95 and 98.97 ± 22.02 µM) to the low- and high-affinity glucose transport systems, respectively. The high-affinity transporters *hgt*-*1/*-*2* complemented a moderate growth defect under high glucose when *glt*-*1* was deleted. Simultaneous deletion of *hgt*-*1/*-*2* led to extensive derepression of genes for plant cell wall deconstruction in cells grown on cellulose. The suppression by HGT-1/-2 was connected to both carbon catabolite repression (CCR) and the cyclic adenosine monophosphate-protein kinase A pathway. Alteration of a residue conserved across taxa in hexose transporters resulted in a loss of glucose-transporting function, whereas CCR signal transduction was retained, indicating dual functions for HGT-1/-2 as “transceptors.”

**Conclusions:**

In this study, GLT-1 and HGT-1/-2 were identified as the key components of the glucose dual-affinity transport system, which plays diverse roles in glucose transport and carbon metabolism. Given the wide conservation of the glucose dual-affinity transport system across fungal species, the identification of its components and their pleiotropic roles in this study shed important new light on the molecular basis of nutrient transport, signaling, and plant cell wall degradation in fungi.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13068-017-0705-4) contains supplementary material, which is available to authorized users.

## Background

Organisms dynamically interact with their biotic and abiotic environments by adjusting cell transcriptional and post-transcriptional programs in response to external nutrient (like sugar) changes and stress stimuli. In theory, nutrient transport, sensing, and downstream signal transduction are critical for the coordination of extracellular nutrient availability with internal metabolism, development, and cell survival [1–3]. Glucose acts as a primary carbon source as well as a pivotal signal that triggers a cellular regulatory network influencing sugar transporter expression, carbon catabolism, and biomass accumulation. In particular, glucose sensing and uptake are critical for cellulase expression regulation via carbon catabolite repression (CCR) [4, 5]; therefore, elucidating the molecular basis of glucose transport is critical for plant biomass deconstruction and bio-based chemical and fuel production. The glucose transport system of *Saccharomyces cerevisiae* is the best documented system among fungal species, and consists of 20 different hexose carriers belonging to the major facilitator superfamily (MFS) [3, 6, 7]. *S. cerevisiae* possesses a dual-affinity transport system for glucose uptake that is coordinated with these hexose transporters composed of a high-affinity system (*K*_m_ = 1–2 mM) and a low-affinity system (*K*_m_ = 15–20 mM) [7]. In the filamentous fungi *Neurospora crassa*, glucose uptake also behaves in a dual-affinity fashion, with *K*_m_ values of 10–50 µM (system II) and 8–20 mM (system I) [8–10]. However, the genes of this dual system have still not been uncovered and their functions thus remain to be dissected.

Among the 20 different hexose carries in *S. cerevisiae*, two transporter-like glucose receptors Rgt2p and Snf3p, which sense low and high levels of external glucose, respectively, mediate a glucose signaling pathway [11, 12]. The recently identified high-affinity hexose transporter Hxt1, the homolog of Rgt2p/Snf3p in *Ustilago maydis*, also functions in glucose signaling [13]; this indicates the potential of hexose transporters to act as “transceptors” in fungi. Transceptors of other nutrients, such as nitrate, amino acids, phosphate, and cellobiose, have been found in eukaryotes [14–17], but glucose transceptors, to our knowledge, have not yet been definitively characterized, although Hxt1 in *Ustilago maydis* and GLUT2 in humans might possess this dual function [13, 18].

Another branch of glucose-sensing and signal modulation in fungi is mediated by the cAMP-protein kinase A (PKA) signaling pathway. In *S. cerevisiae*, binding of glucose to Gpr1p activates the downstream Gα protein Gpa2p, leading to stimulation of the adenylate cyclase Cyr1p, which increases cAMP levels, thereby affecting PKA activity [19]. The PKA pathway regulates a wide range of processes in fungi, including metabolism, cell growth, circadian rhythms, germination, and conidiation (for details, see reviews [19, 20]).

In glucose signaling in *N. crassa*, the ortholog of yeast Gpr1p is GPR-4 (NCU06312), which has been identified as a carbon source receptor [21]. Ligand binding to GPR-4 can stimulate the downstream Gα protein GNA-1 (NCU06493), leading to an increase in the level of cAMP produced by the activated adenylate cyclase CR-1 (NCU08377) [21]. External glucose sensing is associated with a Rgt2p/Snf3p ortholog RCO-3 (NCU02582)-mediated pathway, in which RCO-3 appears to act as a non-transporting glucose sensor [22]. Mutation of *rco*-*3* leads to complete dysfunction of the low-affinity transport system and partial impairment of the high-affinity system [22].

In this study, we characterized the glucose dual-affinity transport system in the model fungus *N. crassa*. One low-affinity glucose transporter, GLT-1 (NCU01633), and two high-affinity transporters, HGT-1/-2 (NCU10021 and NCU04963), were identified as the major components of systems I and II, respectively. Simultaneous deletion of *hgt*-*1/*-*2* (strain Δ*2hgt*) resulted in a notable increase in cellulolytic enzyme production when *N. crassa* was grown on cellulose. A group of carbohydrate-active enzymes (CAZys), nearly all glycolytic enzymes and asexual sporulation genes, were differentially expressed in the Δ*2hgt* mutant according to RNA-Seq. Based on analyses of an array of mutants and point mutations within HGT-1/-2, we hypothesized that the glucose dual-affinity transport system comprising GLT-1 and HGT-1/-2 in *N. crassa* was involved in glucose transportation, sensing, and downstream signaling cascades. This is the first time the glucose dual-affinity transport system of *N. crassa* has been systematically elucidated at the gene level. Our findings significantly improve our understanding of glucose uptake and signaling in fungi, and shed new light on plant cell wall deconstruction for cellulosic biorefinery by filamentous fungi.

## Results

### Genome-wide analysis of the transcriptional responses of fungal cells to a glucose gradient

Transmembrane proteins are tightly regulated to coordinate environmental nutrient changes with intracellular metabolism and cell proliferation. Previous studies have suggested that the predicted low-affinity glucose transport system (system I) in *N. crassa* [8, 23, 24] is induced at high glucose levels, while glucose-limited or carbon-deprived conditions trigger de novo protein synthesis of the predicted high-affinity system (system II), which is fully activated within 1–2 h [9, 23]. These findings indicate that de novo mRNA synthesis of system II components occurs when mycelia are exposed to carbon-limited conditions. 

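RNA was sequenced from 12 wild-type cultures. There were 2 biological replicates each on no carbon and on 0.5%, 2.0% and 10.0% glucose for 1 h, 3 replicates on 0.05% glucose for 1 h and 1 culture on 0.05% glucose for 2 h. One of the cultures on 0.5% glucose carries both 1 h and 2 h in its labels and was taken as 1 h, the time given in Table 1. The authors mapped the reads with TopHat2 2.0.12, counted them on genes with HTSeq 0.6.0 and deposited the raw counts of 9730 loci together with the length of each locus, without normalization. Total counts per culture ranged from 7093195 to 10814266, with a median of 8418780.5. The group medians were 7666377.5 on no carbon, 8496963 on 0.05% glucose for 1 h, 8176718 on 0.5%, 7476648 on 2.0% and 9109422.5 on 10.0% glucose. RPKM was computed as the count divided by the total count of the culture and by the length of the locus. All conditions were fitted together with edgeR 4.0.16, using TMM normalization and the quasi-likelihood test, on the 8043 genes with at least 10 counts in at least 2 cultures. Genes were called differentially expressed at an unadjusted p under 1e-04, the threshold in the paper's methods, and an absolute log2 fold change above 1, which replaced the paper's criterion on GFOLD. Adjusted p values were computed by the Benjamini-Hochberg method, and every test against 2.0% glucose was two-sided. Standard errors of log2 fold changes came from the same model, with a biological coefficient of variation of 0.147. With 2 cultures against 2, an exact permutation test cannot give a p below 0.333, so the tests rest on a spread estimated across genes. On simulated counts of this design with 200 changed genes, 88% of the changed genes were called and 1 unchanged gene was called. Each simulated gene had the same spread in all groups. Changes were set only in genes above a minimum mean count and exceeded the fold-change threshold. The simulation therefore does not test calls where groups differ in spread.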

To obtain a broad view of the mode of expression and to define the functional molecular elements of the dual-affinity transport system, we conducted high-throughput sequencing (RNA-Seq) of wild-type (FGSC2489) mycelia exposed to a gradient of glucose (0, 0.05, 0.5, 2.0, 10.0%) for 1 or 2 h. To our knowledge, this is the first time transcriptional profiling analysis of a fungal response to a glucose gradient has been conducted. 

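Across the 8043 genes tested, Spearman's rho between replicates of the same condition was 0.993 on no carbon, 0.996 on 0.5%, 0.993 on 2.0% and 0.997 on 10.0% glucose. The 3 cultures on 0.05% glucose for 1 h were less alike. Replicates 1 and 2 had a rho of 0.990, replicates 1 and 3 a rho of 0.980, and replicates 2 and 3 a rho of 0.972, the lowest of the experiment. Over all 9730 loci, without the filter on low counts, this lowest rho was 0.981. The culture on 0.05% glucose for 2 h has no replicate. These correlations are across genes, which are not independent replicates.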

Sample-to-sample clustering [25] demonstrated the biological replicates were reliable, as evidenced by a high Spearman’s rho (>0.98, *P* value < 0.001) for all tested samples (Additional file 1: Figure S1a). Furthermore, the response observed under no-carbon conditions in this study was in good accordance with the published data [26] (Spearman’s rho = 0.96, *P* value < 0.001; Additional file 1: Figure S1B). 

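Compared with 2.0% glucose, 0 genes were called on 0.5% glucose, where 584 of the 8043 tested genes had an unadjusted p under 0.05. On 10.0% glucose 183 genes were called, 83 up and 100 down. Carbon-free medium gave 3239 called genes, 1505 up and 1734 down, and 0.05% glucose for 1 h gave 431, 183 up and 248 down. Fitting only the compared conditions moved the counts most on 0.05% glucose for 1 h, to 107 genes, and gave 11 genes on 0.5% glucose. The deposited labels number the replicates, and with this replicate number as a block in the fit, 3522 genes were called on no carbon, 750 on 0.05% glucose for 1 h, 3 on 0.5% and 305 on 10.0% glucose. That pairing is taken from the labels alone. Only 1 culture, on 0.05% glucose for 1 h, carries the number 3, so it had its own block coefficient. This fit in effect left that culture out, and its counts cannot be credited to the pairing. Deviations of same-numbered cultures from their group means correlated across genes at r = 0.137 for no carbon, r = -0.135 for 0.05% glucose, r = 0.0897 for 0.5% glucose and r = 0.0126 for 10.0% glucose, each against 2.0% glucose. Among called genes in which the replicates of the groups did not overlap, the largest rises on no carbon were in NCU08491 (log2 fold change 11.87) and NCU09685 (11.18), and the largest falls were in NCU08226 (-7.07) and NCU03808 (-6.55). On 2.0% glucose NCU08491 had at most 1 count in a culture and NCU09685 had 0, so the sizes and order of these rises are poorly determined.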

Differential gene expression analysis (|GFOLD| > 1 and *P* value < 1 × 10^−4^, “Methods” section; genome-wide expression levels and differential expression analysis are described in Additional file 2: Table S1) revealed that the transcriptomic responses to 0.5% (27.8 mM), 2.0%, and 10.0% glucose were essentially similar (Table 1), indicating that a glucose threshold of 0.5% is adequate to support vegetative growth of *N. crassa* (note: all cited glucose percentages are *w/v* unless otherwise indicated). Although 96 genes with altered expression levels were detected on 10.0% glucose compared with 2.0%, no specific functional categories relevant to this mild osmotic stress condition (with reference to typical osmotic stress treatments of 3.0–8.0% NaCl in *S. cerevisiae* [27]) were enriched according to FunCat analysis [28] (Additional file 3: Table S2). In contrast, several categories associated with 66 genes robustly induced by 0.05% glucose for 1 h (compared with 2.0% glucose) were overrepresented (Additional file 3: Table S2). 

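Of the 183 genes called on 10.0% compared with 2.0% glucose, NCU09210 and NCU01861 rose most, with log2 fold changes of 4.99 (standard error 0.433) and 4.54 (standard error 0.482). The steepest falls were in NCU07235, with a log2 fold change of -6.02 (standard error 0.503), and NCU08228, with -4.11 (standard error 0.375). *hgt-1* and *hgt-2* were among the called genes and fell by 2.16 and 2.94 on the log2 scale (adjusted p = 0.000350 and 0.000282). *glt-1* did not change detectably, with a log2 fold change of 0.25 (standard error 0.324, adjusted p = 0.632). The number of called genes depended on the threshold, with 62 by a test against a log2 fold change of 1 and 542 at an adjusted p under 0.05. Leaving out any of the 4 cultures leaves 1 in a group, so such fits could not show whether the calls are stable. FunCat enrichment was not computed here.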

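The paper's Table S2 lists 66 genes as induced on 0.05% glucose for 1 h. In the 3 cultures on 0.05% glucose against the 2 on 2.0% glucose, their log2 fold changes ran from 1.91 to 7.15 with a median of 2.75, and 53 of them were called up. NCU05897 rose most, by 7.15 (standard error 0.278, adjusted p = 9.96e-07), followed by the invertase gene *inv*, by 6.00 (standard error 0.298, adjusted p = 2.87e-06). In the other direction, Table S2 lists 116 genes, of which 103 were called down. NCU04583 fell by 3.44 and NCU04942 by 3.17 on the log2 scale, the largest falls among genes whose replicates did not overlap between the conditions.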

Among these categories were several reflecting cellular efforts to maintain homeostasis, including carbohydrate and fatty acid metabolism, glycolysis/gluconeogenesis, pentose utilization, sensing of external changes, and especially nutrient and ion transport. In the last category, 15 genes were annotated as transmembrane transporters based on TransportDB [29] (Additional file 3: Table S2). 

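Of the 15 transporter genes that Table S2 lists among the 66, 14 were called up on 0.05% glucose for 1 h. Their log2 fold changes had a median of 3.19 and lay between 1.91 for NCU08147 and 7.15 for NCU05897. Compared with 2.0% glucose, 13 of the 15 were also called up on no carbon and 1 was called down. Both comparisons share the cultures on 2.0% glucose and are not independent.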

Additionally, 66 genes were predominant among the genes commonly upregulated in both 0.05% glucose for 2 h and carbon-free conditions (Fig. 1a; Additional file 3: Table S2), suggesting they belong to pioneer blocks in the response of the cellular architecture to external glucose depletion. This inference was especially supported by the strikingly decreased expression of the CCR regulator *cre*-*1* and its corepressor *rcm*-*1* (Additional file 2: Table S1), whereas the ortholog of Snf1, *prk*-*10* (NCU04566), was robustly upregulated under severe glucose-depleted conditions (Additional file 2: Table S1). 

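On no carbon for 1 h, 55 of these 66 genes were called up, with a median log2 fold change of 4.99 over the 66. On 0.05% glucose for 2 h, where a single culture allows no test, 60 of the 66 had a log2 fold change above 1 and their median was 4.57. Taking the 183 genes called up here on 0.05% glucose for 1 h in place of the listed ones, 144 were called up and 6 called down on no carbon, and 144 had a log2 fold change above 1 at 2 h. For the 248 genes called down, 230 were called down and 2 called up on no carbon, and 238 had a log2 fold change below -1 at 2 h. All of these comparisons share the cultures on 2.0% glucose, so they are not independent and part of the agreement may come from those cultures.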

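*cre-1* (NCU08807), which the RefSeq annotation of assembly NC12 places on chromosome IV from 5176440 to 5178927, had an RPKM of 6.95 ± 0.451 (SD, n = 2) on no carbon and 48.2 ± 0.533 (SD, n = 2) on 2.0% glucose. Its log2 fold change was -2.96 (standard error 0.134, adjusted p = 3.17e-08). In the single culture on 0.05% glucose for 2 h its RPKM was 6.76, a log2 fold change of -3.24 that could not be tested. It was higher after 1 h on 0.05% glucose than on 2.0% glucose, at 115.1 ± 12.7 (SD, n = 3), with a log2 fold change of 1.25 (standard error 0.113, adjusted p = 5.93e-05), and all 3 cultures lay above both on 2.0% glucose. The corepressor gene *rcm-1* (NCU06842) had an RPKM of 22.8 ± 5.69 (SD, n = 2) on no carbon and 73.3 ± 1.75 (SD, n = 2) on 2.0% glucose, a log2 fold change of -1.86 (standard error 0.153, adjusted p = 1.42e-06). It was 16.1 in the culture on 0.05% glucose for 2 h. After 1 h on 0.05% glucose its log2 fold change was 0.03 (standard error 0.134), which is not a detectable change. *prk-10* (NCU04566) rose from an RPKM of 42.1 ± 4.02 (SD, n = 2) on 2.0% glucose to 189.2 ± 4.50 (SD, n = 2) on no carbon, a log2 fold change of 2.00 (standard error 0.114, adjusted p = 1.15e-07), and was 126.6 on 0.05% glucose for 2 h. Its log2 fold change after 1 h on 0.05% glucose was 0.21 (standard error 0.101, adjusted p = 0.133).

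**Figure D1:**
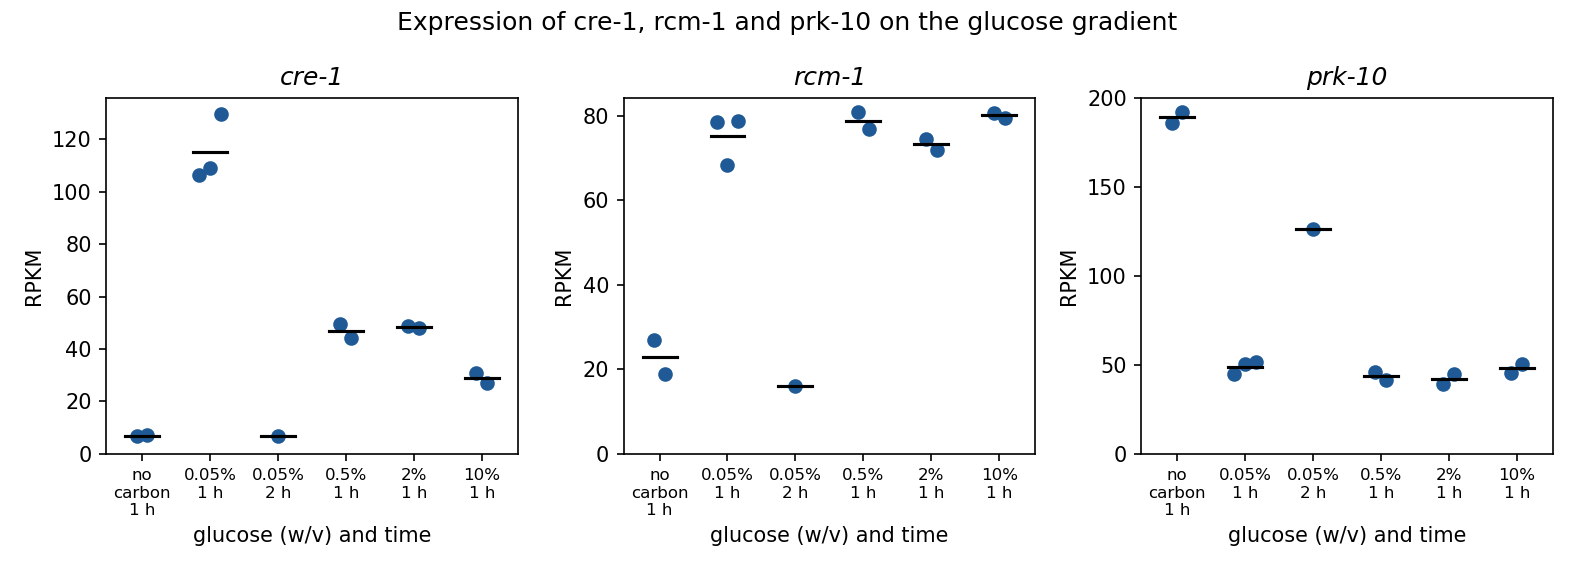
RPKM of *cre-1*, *rcm-1* and *prk-10* in each culture on the glucose gradient, with glucose concentration and time along the x axis. Each point is 1 culture and each bar is the mean of a condition. *cre-1* and *rcm-1* are low on no carbon and on 0.05% glucose for 2 h, where *prk-10* is high, and *cre-1* is highest on 0.05% glucose for 1 h, at a mean of 115.1.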

In *A. nidulans*, activated SnfA can phosphorylate CreA, leading to CreA dissociation from the CreA-Ssn6-RcoA complex and consequent attenuation of CCR [30]. In addition to the attenuation of CCR, the cAMP-PKA glucose induction pathway seemed to have been downregulated, as both parallel cAMP synthetic processes were transcriptionally repressed. 

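The G protein α subunit gene *gna-1* (NCU06493) had an RPKM of 118.9 ± 0.388 (SD, n = 2) on 2.0% glucose and 18.8 ± 0.900 (SD, n = 2) on no carbon. This is a log2 fold change of -2.83 (standard error 0.174, adjusted p = 1.94e-07), or 7.12-fold. *ras-1* (NCU08823) went from 85.3 ± 5.08 to 8.86 ± 1.67 (SD, n = 2 each), a log2 fold change of -3.44 (standard error 0.208, adjusted p = 1.74e-07), or 10.9-fold. For *ras-2* (NCU06111) the RPKM was 24.4 ± 1.19 on 2.0% glucose and 9.32 ± 2.79 on no carbon (SD, n = 2 each), a log2 fold change of -1.56 (standard error 0.220, adjusted p = 7.93e-05), or 2.95-fold. In the culture on 0.05% glucose for 2 h the log2 fold changes were -1.77 for *gna-1*, -1.97 for *ras-1* and -1.98 for *ras-2*, without a test. None of the 3 changed detectably on 0.05% glucose for 1 h, where the log2 fold changes were -0.19, -0.05 and -0.30 (adjusted p = 0.356, 0.854 and 0.254).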

In particular, *gna*-*1* (NCU06493) and two Ras proto-oncogenes, *ras*-*1/*-*2* (NCU08823 and NCU06111), were 3- to tenfold downregulated under glucose-deprived or carbon-free conditions (Additional file 2: Table S1). In addition to cAMP-PKA inactivation, the transcriptomic downregulation also included reduced expression of DNA, RNA, and ribosomal biosynthetic genes, indicating that the fungal cells were struggling with carbon starvation (Fig. 1b; Additional file 3: Table S2). 

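Of the 89 genes listed under ribosome biogenesis in Table S2, 88 were called down on no carbon compared with 2.0% glucose, with a median log2 fold change of -4.18. For DNA synthesis and replication 44 of 45 listed genes were called down (median -2.61), and for the RNA categories 43 of 45 (median -3.05). With library totals in place of TMM normalization, these medians were -4.01, -2.44 and -2.88. After 1 h on 0.05% glucose the medians were -1.96, -0.80 and -0.98 in the same order. In the single culture at 2 h they were -4.82, -2.76 and -2.99. The genes were selected by the paper as downregulated in this experiment, so their direction is not an independent test.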

Two key autophagy genes, NCU00188 and NCU01545, encoding orthologs of ATG1/AtgA and ATG8/AtgH in *S. cerevisiae* and *A. nidulans*, respectively [31], showed increased expression levels under the no-carbon condition in comparison with 2.0% glucose treatment (Additional file 2: Table S1), whereas *vib*-*1* (NCU03725), an ortholog of the crucial autolysis regulator XprG in *A. nidulans* [32], was dramatically downregulated (Additional file 2: Table S1). These data suggest complex coordination between autophagy and autolysis in *N. crassa* to cope with carbon starvation as these two processes might be activated independently [32].

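NCU00188 had an RPKM of 6.37 ± 0.461 (SD, n = 2) on 2.0% glucose and 23.4 ± 0.164 (SD, n = 2) on no carbon, a log2 fold change of 1.71 (standard error 0.132, adjusted p = 8.91e-07). NCU01545 rose from 163.04 ± 13.0 to 771.6 ± 14.6 (SD, n = 2 each), a log2 fold change of 2.07 (standard error 0.167, adjusted p = 1.17e-06). *vib-1* (NCU03725) fell from 68.3 ± 11.3 to 4.30 ± 0.314 (SD, n = 2 each), a log2 fold change of -4.16 (standard error 0.196, adjusted p = 3.93e-08). On 0.05% glucose for 2 h the log2 fold changes of NCU00188, NCU01545 and *vib-1* were 2.42, 1.80 and -3.12 in the single culture.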

**Table 1:** Differentially expressed genes in the presence of a glucose gradient vs. 2.0% glucose

	No carbon	Glc 0.05%_2h	Glc 0.05%_1 h	Glc 0.5%_1 h	Glc 10%_1 h
Upregulated	921	877	66	0	41
Downregulated	1134	1167	116	0	55

**Fig. 1:**
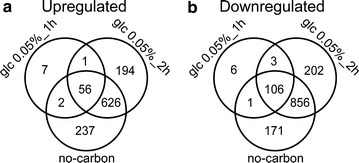
Comparative analysis of differentially expressed genes under glucose-depleted and glucose-free conditions vs. adequate glucose conditions (2.0%). *Venn diagram* analysis of (**a**) upregulated and (**b**) downregulated genes on 0.05% glucose after 1 and 2 h, and under no-carbon conditions

### Identification and characterization of the glucose dual-affinity transport system revealed it is coordinated with glucose homeostasis

One of the most sensitive responses during external glucose depletion was related to nutrient assimilation (Additional file 3: Table S2). Previous work has shown that 39 putative sugar transporters are present in the genome of *N. crassa* [33, 34]. 

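Of the 26 transporters drawn in Fig. 2a, 22 could be paired with a locus through the paper's text and tables or the RefSeq table. *xat-1*, *cbt-1*, *lat-1* and *gat-1* could not be paired and are not used here. All 22 reached a mean RPKM above 20 in at least 1 condition. The sum of their RPKM was 11240 on no carbon, 5413 on 0.05% glucose for 1 h, 5789 on 0.05% glucose for 2 h, 592.2 on 0.5%, 527.5 on 2.0% and 640.7 on 10.0% glucose.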

Among these transporters, 26 showed robust expression levels (i.e., reads per kilobase per million mapped reads [RPKM] > 20) under at least one tested treatment condition (Fig. 2a). Clustering analysis grouped eight identified MFS transporters into cluster 1 (C1), comprising one glucose sensor, *rco*-*3* [22]; two cellodextrin transporters, *cdt*-*1/*-*2* [35]; three pentose transporters, *lat*-*1* (also a weak glucose transporter), *xat*-*1*, and *xyt*-*1* [33, 36]; the galacturonic acid transporter *gat*-*1* [37]; and a cellobionic acid transporter, *cbt*-*1* [38]. 

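For the 17 C1 transporters that could be paired with a locus, the median RPKM on 2.0% glucose was 3.68. In 14 of them the mean RPKM was below 20 on 0.5%, 2.0% and 10.0% glucose alike. The highest value of a C1 transporter at these concentrations was 32.7, for NCU01813 on 10.0% glucose. On 0.05% glucose for 1 h compared with 2.0% glucose, 6 of the 17 were called up. The log2 fold changes were 7.15 for NCU05897, 4.92 for *xyt-1*, 4.51 for NCU09287, 3.74 for NCU04537, 3.19 for *cdt-1* and 2.73 for NCU06358. On no carbon 13 of the 17 were called up and 0 were called down. Among them *cdt-2* rose by 6.58 (standard error 0.351, adjusted p = 8.00e-08), from an RPKM of 0.795 ± 0.0362 to 86.4 ± 11.6 (SD, n = 2 each). The glucose sensor gene *rco-3* was not called, with log2 fold changes of 0.86 on no carbon (adjusted p = 0.0325) and 0.13 on 0.05% glucose for 1 h (adjusted p = 0.773). With the replicate block, whose pairing is taken from the labels (r = -0.135 between same-numbered cultures), the latter changed sign to -0.31. That fit in effect leaves out the third culture on 0.05% glucose. With 1 culture left out in turn, the value ranged from -0.313 to 0.353.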

C1 showed very little expression under 0.5% (or higher) glucose conditions; 17 out of 21 genes in this cluster displayed a weak response to external glucose changes, except *cdt*-*1*, *xyt*-*1*, NCU05897 (a putative fucose transporter), and NCU09287 (Fig. 2a). In contrast, C2 expression was more sensitive to glucose fluctuations. Included in C2 were the glucose transporter *glt*-*1* [33], the xylose-specific transporter NCU00821 [39], the putative sucrose transporter NCU00450, the high-affinity glucose transporter *hgt*-*1* [40], and NCU04963 (designated as high-affinity glucose transporter *hgt*-*2*; see the next paragraph). The glucose transporter *glt*-*1* was the only transporter that was constantly expressed on high glucose (Fig. 2), suggesting a predominant role in the low-affinity transport system. In contrast, *hgt*-*1/*-*2* were strongly upregulated under low-glucose or glucose-deprived conditions vs. 2.0% glucose. Furthermore, the mRNA expression levels of these two genes accounted for nearly 80% of the total expression of all sugar transporters under the no-carbon condition (Fig. 2b, c). This observed dynamic expression pattern demonstrated that *hgt*-*1/*-*2* were sensitively triggered by glucose depletion (Fig. 2c). 

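*glt-1* (NCU01633) lies on chromosome II of assembly NC12 from 2887726 to 2890393. Its RPKM was 284.7 ± 34.6 on 0.5%, 246.8 ± 4.39 on 2.0% and 305.9 ± 0.968 on 10.0% glucose (SD, n = 2 each). This was the highest of the 22 paired transporters at each concentration and made up 48.1%, 46.8% and 47.7% of their summed RPKM. Its log2 fold changes against 2.0% glucose were 0.26 on 0.5% (standard error 0.324, adjusted p = 0.823) and 0.25 on 10.0% glucose (standard error 0.324, adjusted p = 0.632). Other transporters were above an RPKM of 20 at all 3 concentrations. NCU00821 had 31.6 ± 2.11, 51.5 ± 3.85 and 158.2 ± 2.22, and NCU00450 had 30.9 ± 1.32, 28.8 ± 1.42 and 31.4 ± 3.20 (SD, n = 2 each). The C1 transporters NCU09321, NCU08858 and NCU01813 were also above 20 at each concentration. From the constant expression of *glt-1* on high glucose, the paper proposes that GLT-1 has a predominant role in low-affinity transport.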

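*hgt-1* (NCU10021) and *hgt-2* (NCU04963) lie on chromosomes VII (from 1305454 to 1307833) and IV (from 872084 to 874450) of assembly NC12. On no carbon the RPKM of *hgt-1* was 6687 ± 66.2 (SD, n = 2), against 47.4 ± 7.98 (SD, n = 2) on 2.0% glucose. The log2 fold change was 6.97 (standard error 0.273, adjusted p = 1.52e-08). *hgt-2* reached 2386 ± 25.6 (SD, n = 2) on no carbon against 19.3 ± 2.38 (SD, n = 2), a log2 fold change of 6.78 (standard error 0.313, adjusted p = 3.54e-08). On 0.05% glucose for 1 h the log2 fold changes were 5.09 for *hgt-1* and 5.28 for *hgt-2* (adjusted p = 2.81e-06 and 4.60e-06), with an RPKM of 1622 ± 413.03 and 755.1 ± 95.6 (SD, n = 3). The single culture at 2 h had 1980 and 1597. On 0.5% glucose neither was called, with log2 fold changes of 0.45 and 1.30 (adjusted p = 0.700 and 0.550).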

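On no carbon *hgt-1* and *hgt-2* together made up 80.7% ± 2.11 (SD, n = 2) of the summed RPKM of the 22 paired transporters, 79.3% in replicate 1 and 82.2% in replicate 2. The 4 unpaired transporters are missing from this sum. With 6 further loci annotated as sugar transporters in the supplementary tables, the share was 80.1%. Without the length correction it moved most, to 78.4%, a change larger than the SD of the replicates. The same share was 43.9% on 0.05% glucose for 1 h, 61.8% in the culture at 2 h, 18.3% on 0.5%, 12.7% on 2.0% and 2.13% on 10.0% glucose.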

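On 0.05% glucose for 1 h the RPKM of *glt-1* was 1978 ± 449.1 (SD, n = 3) against 246.8 ± 4.39 (SD, n = 2) on 2.0% glucose. The log2 fold change was 3.00 (standard error 0.335, adjusted p = 0.000202) and stayed between 2.82 and 3.17 with each of the 5 cultures left out in turn. It ranked 1 among the 22 paired transporters, with 36.6% of their summed RPKM. At 2 h on 0.05% glucose the single culture had an RPKM of 62.1, a log2 fold change of -2.40. On no carbon it was 45.04 ± 26.4 (SD, n = 2), a log2 fold change of -2.63 (standard error 0.346, adjusted p = 4.61e-05), and *glt-1* ranked 13.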

Intriguingly, *glt*-*1* was predominantly expressed at high levels of glucose, but transiently strong upregulation was also observed under a moderately low-glucose concentration (0.05%, 1 h) (Fig. 2c), which suggests that its expression might be regulated by glucose in a dosage-controlled, bidirectional way.

**Fig. 2:**
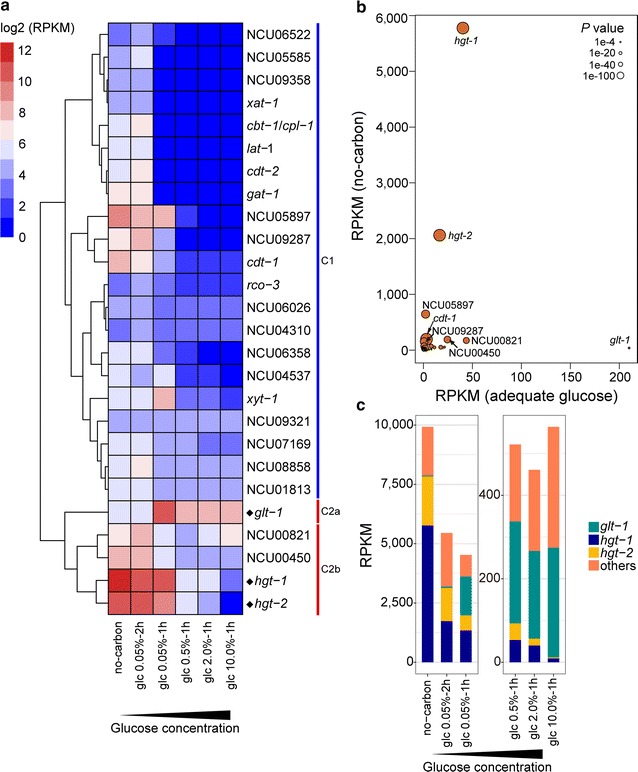
Transcriptional responses of sugar transporters to a glucose gradient in *Neurospora crassa*. **a** Heatmap analysis and clustering of 26 sugar transporters with robust expression levels (RPKM > 20) under at least one tested condition. Log-transformed expression values are color-coded. **b** Scatter plot of expression levels of all sugar transporters under no-carbon and adequate glucose (2.0%) conditions. Genes with RPKM values > 100 are indicated by their gene symbols. The area of the circle represents the *P* value of differential expression under no-carbon vs. 2.0% glucose conditions. **c** Expression comparison between potential candidates of the glucose dual-affinity transport system and all other putative sugar transporters

Because the *glt*-*1* mRNA was predominant on high glucose, while *hgt*-*1/*-*2* mRNAs dominated glucose-limited conditions (Fig. 2), these three transporters were selected as potential candidate genes for systems I and II, respectively. GLT-1 has been characterized as a glucose transporter that can efficiently complement the growth of the *S. cerevisiae* null-hexose-transporter strain EBY.VW4000 [41]. As anticipated, HGT-1/-2 functioned as glucose transporters when heterologously expressed in EBY.VW4000 (Fig. 3a, b). Uptake analysis with radiolabeled glucose in *S. cerevisiae* revealed a high *K*_m_ value for GLT-1 (18.42 ± 3.38 mM), while the *K*_m_ values for HGT-1 and HGT-2 were three orders of magnitude lower (16.13 ± 0.95 and 98.97 ± 22.02 µM, respectively) (Fig. 3c). This result was in line with a previous observation for HGT-1 [40]. The high *K*_m_ value observed for GLT-1 was comparable to the apparent affinity of system I (*K*_m_ = 8–20 mM), while the values of HGT-1/-2 were consistent with that of system II (10–50 µM). Summarizing the above data (Figs. 2, 3), GLT-1 was assigned to the low-affinity system (system I) and HGT-1/-2 to the high-affinity system (system II).

**Fig. 3:**
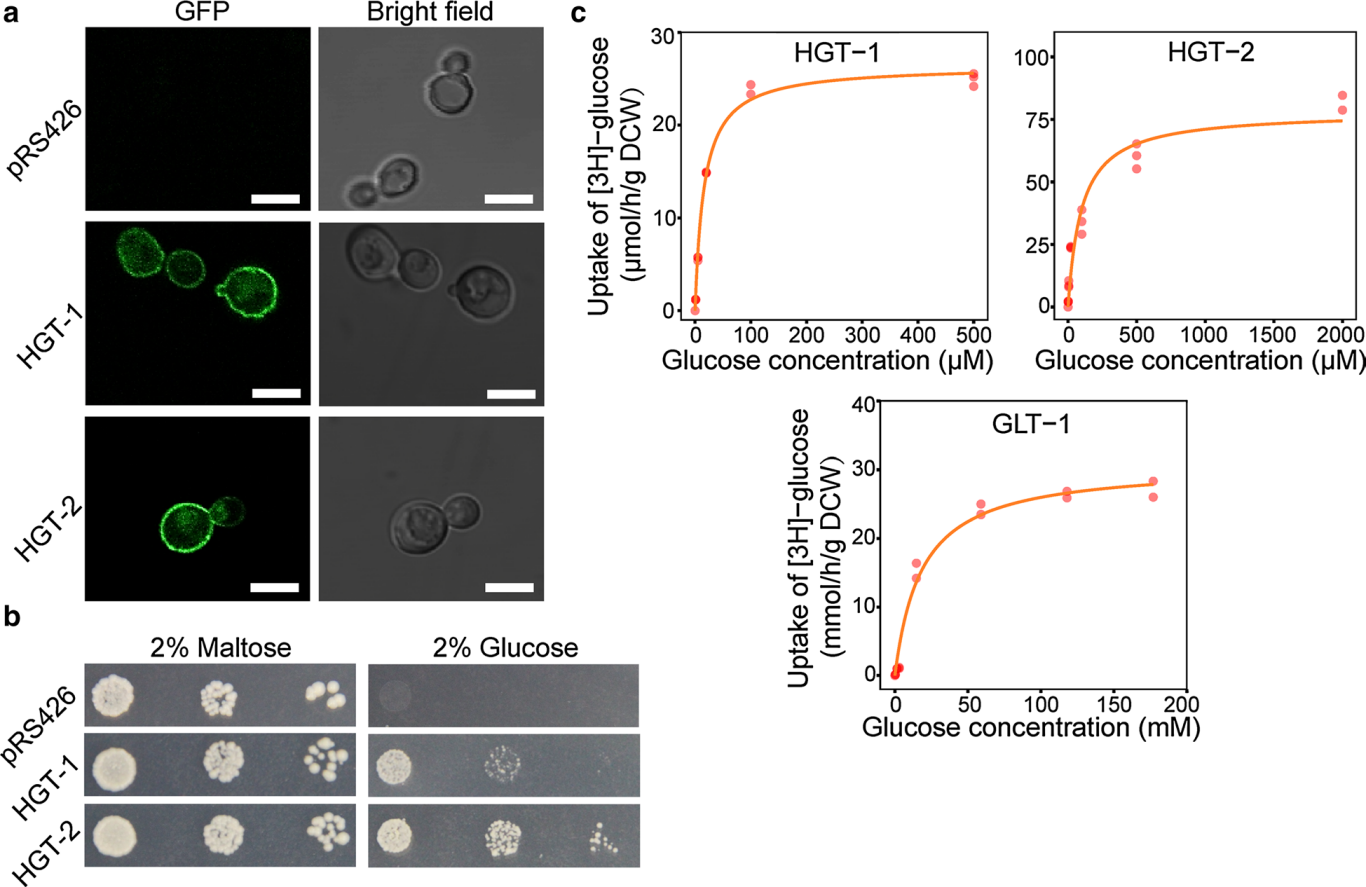
Subcellular localization and functional transport analysis of glucose transporters in *Saccharomyces cerevisiae*. **a** Glucose transporter coding sequences fused with the enhanced green fluorescence protein (eGFP) were expressed under the control of the *S. cerevisiae pgk1* promoter. A clone carrying the empty vector (pRS426) was the negative control. The *scale bar* corresponds to 5 µm. **b** Complementary growth of EBY.VW4000 harboring the indicated glucose membrane carriers on maltose or glucose for 3 or 6 days, respectively. **c** Michaelis–Menten kinetics of radiolabeled glucose uptake by *S. cerevisiae* containing HGT-1, HGT-2, or GLT-1

To dissect the physiological functions of these major components of the glucose dual-affinity transport system, we generated double- and triple-gene deletion mutants via sexual crosses (three progenies were selected for the double mutant and two for the triple mutant in subsequent analysis; “Methods” section). Double deletion of *hgt*-*1/*-*2* resulting in the mutant Δ*hgt*-*1;*Δ*hgt*-*2* (designated Δ*2hgt* hereafter in the text) led to a significant deficiency in the uptake rate on a low concentration of glucose (1.1 mM; Fig. 4a). Further deletion of *glt*-*1* did not alter the transport capacity of the Δ*2hgt* mutant (Fig. 4a). This result was in agreement with the observation that the Δ*glt*-*1* strain had similar uptake activity to the WT (Fig. 4a). This similarity suggested that transport by GLT-1 (system I) was dispensable for glucose uptake under glucose-limited conditions, and that the high-affinity system (system II) was sufficient. When the putative sucrose transporter NCU00450 or NCU05897 (also strongly induced in low glucose; Fig. 2a) was also knocked out in the Δ*2hgt* background, no other significant difference was observed (Additional file 4: Figure S2). This result indicated that HGT-1/-2 were the major components of system II. In addition, the fact that the Δ*2hgt* mutant still exhibited detectable glucose uptake indicated that some other sugar transporters might have been responsible for limited glucose uptake when the two *hgt* genes were deleted (Fig. 4a). For example, LAT-1, which was slightly upregulated under no-carbon conditions (Fig. 2a), has been shown to have the ability to transport glucose in addition to its preferred substrate arabinose [36].

**Fig. 4:**
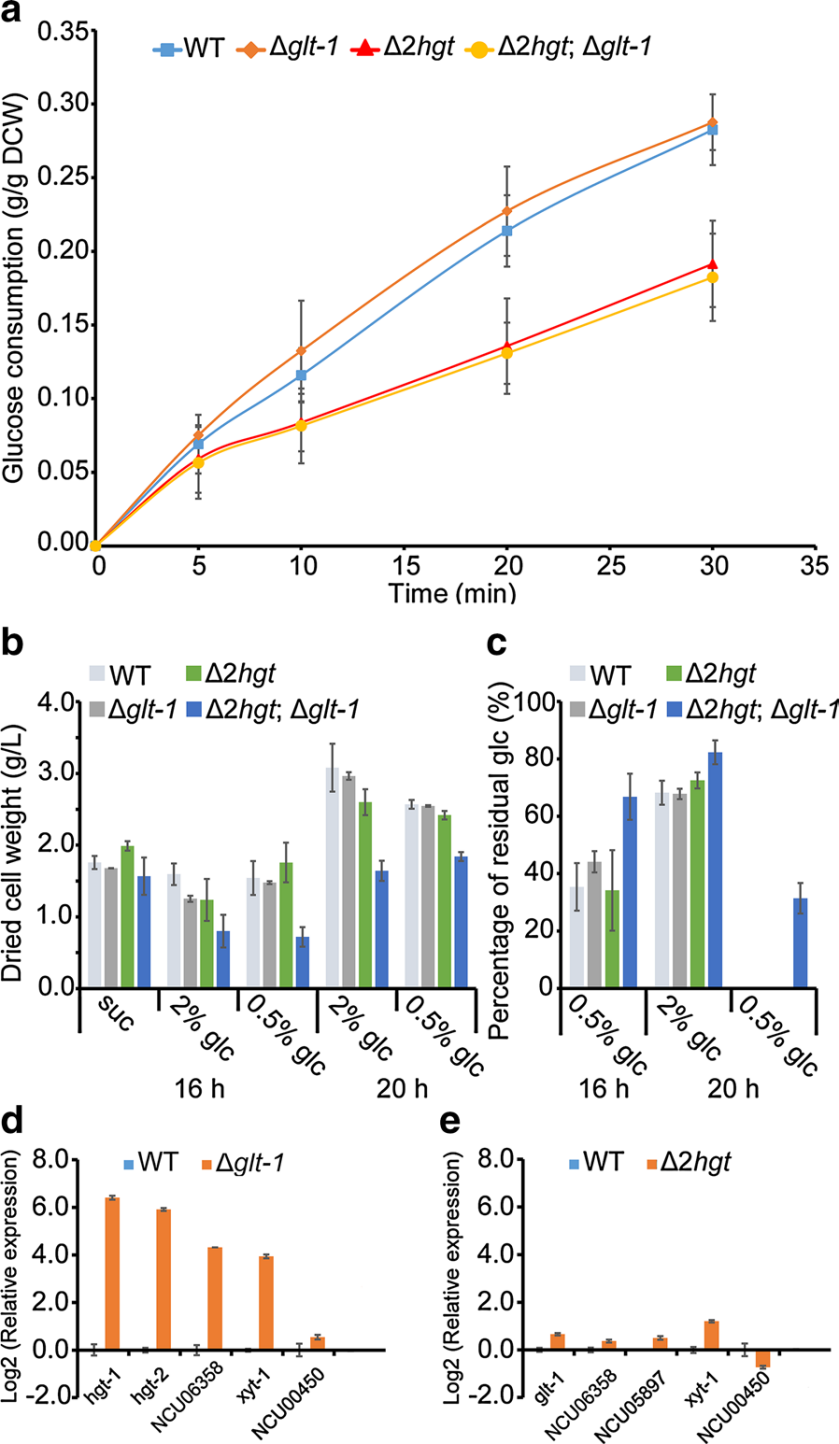
Phenotypes of Δ*glt*-*1*, Δ*2hgt*, and Δ*2hgt*;Δ*glt*-*1* mutants with respect to transient glucose uptake and vegetative growth on high levels of glucose. **a** Dynamic uptake curve of carbon-deprived mycelia of the key low- and/or high-affinity transporter-deleted strains under 1.1 mM glucose. Average values and standard deviations are shown for three biological replicates within at least two technical replicates for each sample. **b** Mycelial biomass and **c** residual glucose of the WT, Δ*glt*-*1*, Δ*2hgt*, and Δ*2hgt*;Δ*glt*-*1* after cultivation for the indicated time. **d** Relative expression levels of *hgt*-*1/*-*2* and several putative sugar transporters in the Δ*glt*-*1* mutant vs. the WT on 27.5 mM glucose. **e** Relative expression levels of *glt*-*1* and several putative sugar transporters in the Δ*2hgt* mutant *vs*. the WT on 0.55 mM glucose. Data are means of triplicate; error bars indicate standard deviations

Intriguingly, deletion of *glt*-*1* did not lead to any deficiencies when *N. crassa* mycelia were grown on high levels of glucose (Fig. 4b, c), whereas the triple mutant Δ*2hgt*;Δ*glt*-*1* (Fig. 4b), in which all the major players of systems I and II were deleted, showed growth lag. This result indicated that system II could complement reduced activity of system I (Fig. 4c). To verify this conclusion, we performed a quantitative real-time reverse transcription polymerase chain reaction (qRT-PCR) assay to monitor gene expression in the Δ*glt*-*1* strain treated with high glucose. As expected, *hgt*-*1/*-*2* were dramatically upregulated (approximately 60-fold) in the presence of adequate glucose (0.5%; Fig. 4d). Some other putative sugar transporters, such as NCU06358 and *xyt*-*1* (Fig. 4d), were synchronously induced, indicating they have redundant roles in glucose uptake. In contrast, no significant increase in *glt*-*1* expression was found in the Δ*2hgt* strain at low levels of glucose (Fig. 4e).

### Negative influence of HGT-1/-2 on derepression of genes for plant cell wall deconstruction

Transcriptional expression data from previous reports [26, 33, 42, 43] and this study revealed a distinct utilization preference for glucose transporter systems in *N. crassa*: system I (*glt*-*1*) is activated when an adequate amount of the preferred carbon source is present, whereas system II (*hgt*-*1/*-*2*) is expressed under low-glucose, lignocellulosic, or carbon-free conditions (Additional file 5: Figure S3). Previous studies have demonstrated that system II can be derepressed by carbon-limited conditions [9, 10, 23], which was verified by our transcriptome profiling data (Fig. 2). Considering that a synergistic carbon starvation response can be induced by Avicel or plant biomass [26, 43], the high expression levels of *hgt*-*1/*-*2* observed in this study likely resulted from the lifting of CCR when mycelia were exposed to plant cell walls.

Given that *hgt*-*1/*-*2* are strongly derepressed under cellulosic conditions, we wondered whether these two genes play roles in cellulose utilization in *N. crassa*. To answer this question, we inoculated a series of *hgt*-deleted mutants and the WT into liquid medium with 2.0% (*w/v*) Avicel as the sole carbon source. Surprisingly, the Δ*2hgt* strain showed nearly twofold higher protein production than the WT (Fig. 5a), while only slightly improved secretion rates were found in the single *hgt*-deleted mutants (Additional file 6: Figure S4). The triple mutant Δ*2hgt*;Δ*glt*-*1* displayed hyper-production similar to that of Δ*2hgt*, consistent with the glucose uptake observed in Fig. 4a, with similar biomass accumulation to the WT (Additional file 7: Figure S5). To verify that the two high-affinity glucose transporters (HGT-1/-2) but not the low-affinity one (GLT-1) affected lignocellulase expression, the three transporters driven by the promoter of *ccg*-*1*, which is highly expressed under cellulose- or carbon starvation conditions [26, 44] (Additional file 2: Table S1), were individually introduced into the Δ*2hgt* mutant (Fig. 5b). Both high-affinity transporters, HGT-1/-2, restored the lignocellulase production and activity of Δ*2hgt* to WT levels, but the low-affinity transporter GLT-1 did not (Fig. 5a, c; Additional file 8: Table S3). These data demonstrate that the derepressible high-affinity glucose transport system negatively affects cellulase expression in *N. crassa*.

**Fig. 5:**
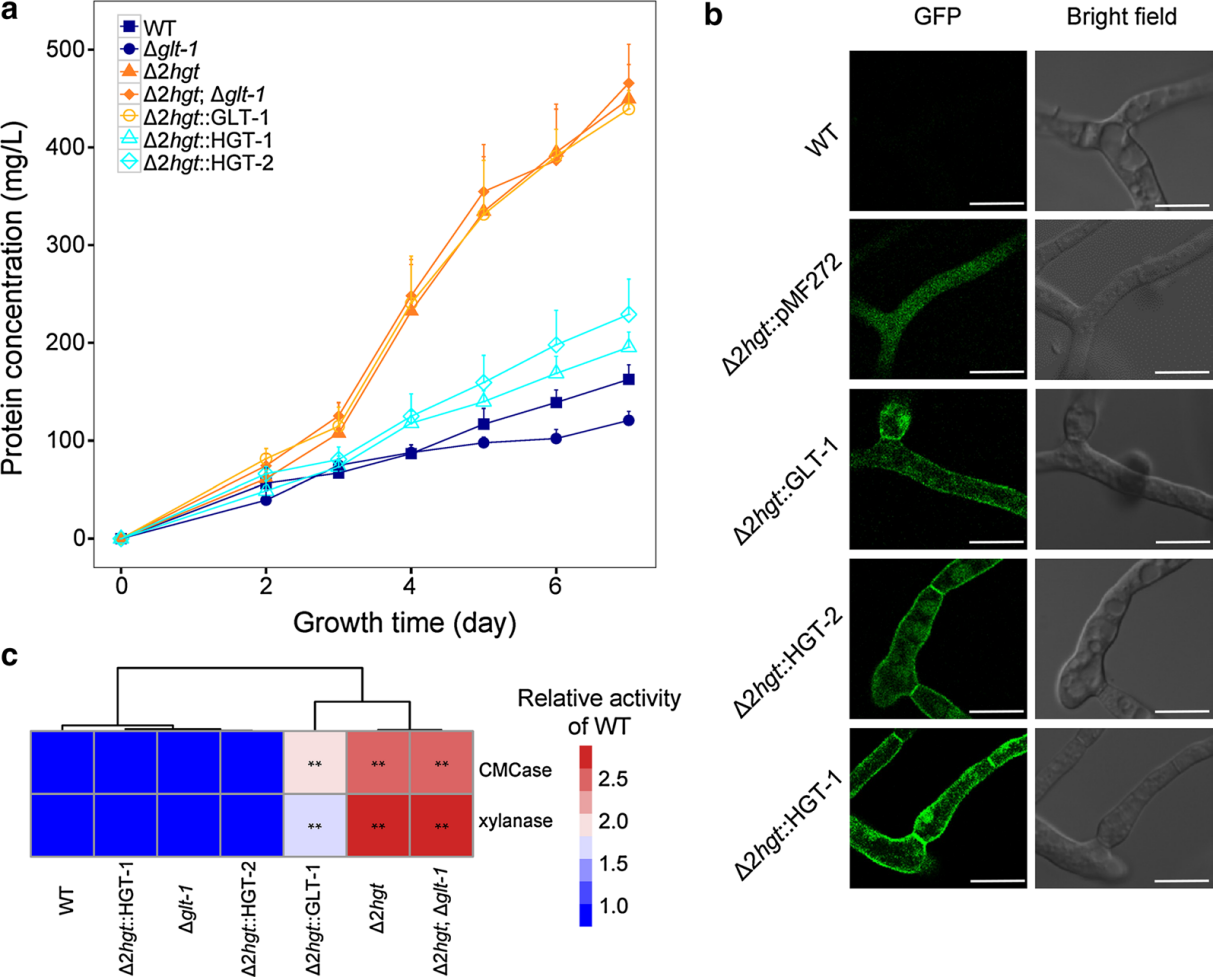
Distinct roles of GLT-1 and HGT-1/-2 in plant cell wall-degrading enzyme production. **a** Secreted protein production of Avicel cultures of the WT, Δ*glt*-*1*, Δ*2hgt*, Δ*2hgt*;Δ*glt*-*1*, and a series of Δ*2hgt*::glucose transporter strains. The means and standard deviations of triplicate are shown. **b** Subcellular localization of HGT-1, HGT-2, and GLT-1 in *Neurospora crassa*. A transformant harboring pMF272-eGFP was the negative control. The *scale bar* corresponds to 10 µm. **c** Cellulase activity (CMCase) and xylanase activity per gram dried cell weight of Avicel culture supernatants at 7 days. Relative activities vs. the WT are color-coded. The statistical significance of mutant values compared with the WT was determined using a two-tailed Student’s *t*-test; *P < 0.05, **P < 0.01

Transcriptional analysis by qRT-PCR revealed that expression levels of the cellulase regulator *clr*-*2* (NCU08042) and the tested carbohydrate-active enzymes (CAZy genes) were considerably higher in Δ*2hgt* and Δ*2hgt*;Δ*glt*-*1* compared with the WT (Fig. 6a, b). The largest differences from the WT (Fig. 6b) were observed 3 days after conidial inoculation, at around the time protein production started to deviate upwards in the Δ*2hgt* mutant (Fig. 5a).

**Fig. 6:**
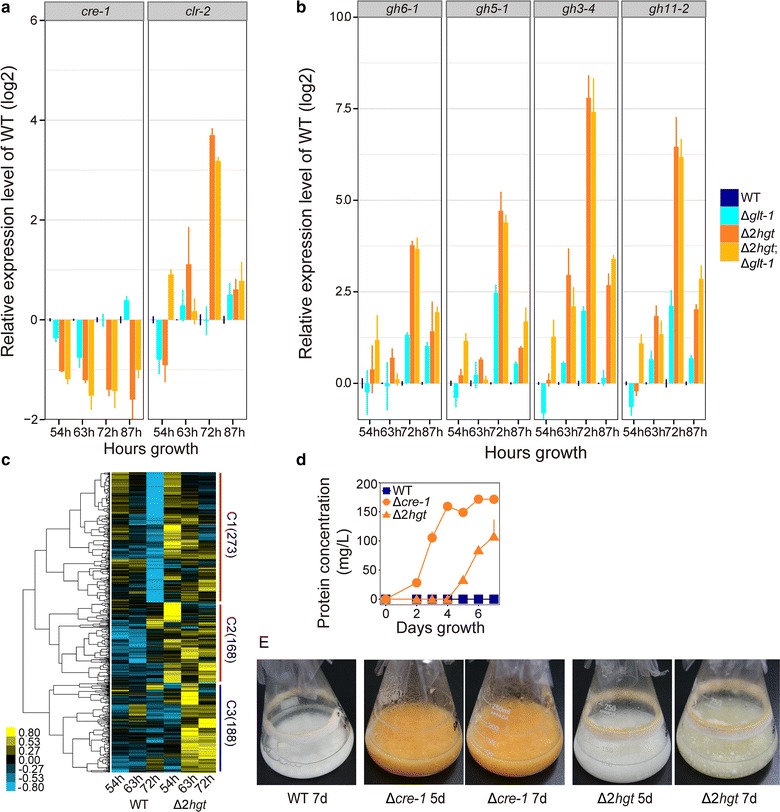
Simultaneous deletion of HGT-1/-2 leads to derepression of genes encoding lignocellulases and relief of catabolite repression. Relative expression levels of **a** two transcription factors (*cre*-*1* and *clr*-*2*) and **b** lignocellulases (*gh6*-*1*, *gh5*-*1*, *gh3*-*4*, and *gh11*-*2*) in Δ*glt*-*1*, Δ*2hgt*, and Δ*2hgt*;Δ*glt*-*1* mutants vs. the WT after 2–4 days growth on Avicel. Average values and standard deviations of two biological replicates/two technical replicates are shown. **c** Hierarchical clustering of RPKM values for 629 differentially expressed genes in Δ*2hgt* vs. the WT. The gene counts of each group are shown in brackets. **d** Secreted protein production of Avicel plus 0.1% 2-DG cultures of the WT, Δ*2hgt*, and Δ*cre*-*1*. The means and standard deviations of triplicate are shown. **e** Growth phenotypes of the cultures in *panel* D

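RNA was sequenced from 20 cultures grown on 2.0% Avicel (microcrystalline cellulose), with 2 biological replicates in each of 10 groups. These were the WT and Δ*2hgt*, the strain lacking *hgt-1* and *hgt-2*, at 40, 54 and 72 h, and Δ*cre-1* and Δ*2hgt*;Δ*cre-1* at 40 and 54 h. The times are those of Table 2 and of the sample labels. As for the glucose gradient, the authors deposited raw counts of 9730 loci from TopHat2 2.0.12 and HTSeq 0.6.0, without normalization. Total counts per culture ranged from 8724261 to 14064847, with a median of 12943893.5. The group medians for the WT were 13943782.5 at 40 h, 11437575 at 54 h and 11914838 at 72 h, and those for Δ*2hgt* were 13889275.5, 12583105.5 and 10725563. The deleted genes were examined first. In the 10 cultures without *hgt-1* and *hgt-2*, *hgt-1* had at most 80 counts and *hgt-2* at most 63, against 7664 to 23125 and 9553 to 21960 counts in the 10 cultures of the WT and Δ*cre-1*. In the 8 cultures without *cre-1*, that gene had at most 305 counts, against 1156 to 15005 in the 12 others. No culture carried counts of another genotype at these 3 genes. The mating type gene *matA-1* (NCU01958) had 953 to 2158 counts in the 6 WT cultures and at most 10 in the 14 mutant cultures, so the mutants differ from the WT at this locus as well. The 8642 genes with at least 10 counts in at least 2 cultures were tested with edgeR in one fit of all 10 groups, with the same normalization, thresholds and two-sided tests as for the glucose gradient. The biological coefficient of variation was 0.143. On simulated counts of this design with 200 changed genes, 91% of them were called with 0 false calls, and 80.5% with 1 false call for a difference between effects. The limits of the simulation for the glucose gradient apply here as well.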

To further elucidate the genome-wide expression changes in Δ*2hgt*, time-course comparative transcriptome profiling was performed via RNA-Seq. 

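Spearman's rho between the 2 replicates of a group, across the 8642 genes tested, lay between 0.968 and 0.997. The lowest value was that of Δ*2hgt*;Δ*cre-1* at 40 h, followed by Δ*2hgt* at 72 h with 0.982 and the WT at 40 h with 0.989. Δ*2hgt* at 40 h had 0.991, and the other groups were higher. Over all 9730 loci the lowest value was 0.976.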

Correlation analysis showed reliable biological reproducibility as indicated by sample-to-sample clustering and a high Spearman’s rho (>0.96, *P* value < 0.001) (Additional file 9: Figure S6; gene expression levels and differential expression analysis are shown in Additional file 10: Table S4). Overall, 629 genes were robustly upregulated in the system II-deficient mutant compared with the WT at the three tested time points (Fig. 6c; Table 2). 

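Compared with the WT, 745 genes were called in Δ*2hgt* at 40 h (404 up, 341 down), 750 at 54 h (544 up, 206 down) and 1640 at 72 h (928 up, 712 down). Over the 3 times 1371 genes were called up at 1 time or more, 96 of them at all 3 times, and 1001 were called down at 1 time or more. Of the 629 genes listed in Table S5 as upregulated, 594 were called up at 1 time or more. Fitting only the 2 compared groups gave 263 genes at 40 h, 1005 at 54 h and 1117 at 72 h. With the replicate number as a block in the fit, 720, 725 and 1625 genes were called. The pairing is taken from the labels, and the deviations of same-numbered cultures of Δ*2hgt* and the WT from their group means correlated across genes at r = -0.0393, r = 0.0110 and r = 0.0463. At 40, 54 and 72 h the log2 fold changes of the targeted genes were -7.01, -6.85 and -7.28 for *hgt-1* and -7.42, -7.33 and -7.37 for *hgt-2*. The pheromone precursor gene *mfa-1* rose among the most at all 3 times, by 8.89, 7.31 and 8.41. It was also higher in Δ*cre-1*, which keeps *hgt-1* and *hgt-2*, with 16578 to 3232613 counts against 562 to 9977 in the WT. Its rise is therefore not specific to the deletion of *hgt-1* and *hgt-2*. *matA-1* was among the largest falls at 54 h (log2 fold change -9.30) and 72 h (-8.93). The effect of the deletion differed between 72 h and 40 h in 1302 genes, tested as an interaction, with 746 differences upward and 556 downward.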

Hierarchical clustering analysis of the 629 genes revealed three clusters (Fig. 6c). 

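Table S5 assigns 273 of the 629 genes to C1 and the others to C2 and C3, and these assignments are used here. The median RPKM of the C1 genes in the WT was 21.3 at 40 h, 16.2 at 54 h and 3.67 at 72 h, and in Δ*2hgt* it was 29.8, 24.04 and 21.5. Between 40 and 72 h the mean RPKM decreased in 267 of the 273 genes in the WT and in 157 of the 273 in Δ*2hgt*. RPKM is scaled by library totals, and these counts were not recomputed with TMM. The TMM factors went from 1.28 and 1.21 at 40 h to 0.607 and 0.715 at 72 h in Δ*2hgt*. In the WT they went from 1.45 and 1.24 to 0.932 and 0.912. Scaling by them would raise the values at 72 h relative to 40 h, so the direction over time in Δ*2hgt* is not settled. Relative to the WT, 208 of the 273 were higher in Δ*2hgt* at 40 h, 226 at 54 h and 272 at 72 h, with median log2 fold changes of 0.53, 1.04 and 2.71. With library totals in place of TMM normalization the numbers were 199, 184 and 269. Called up were 65, 107 and 235 of the 273. All 273 come from the 629 genes selected as upregulated in these data, so their direction is not an independent test.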

The first cluster (C1) contained 237 genes whose expression levels decreased in both the WT and the Δ*2hgt* mutant with increasing culture time, but were generally higher in Δ*2hgt* compared with the WT at each tested time point (Fig. 6c). 

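Of the 70 genes with a CAZy family in Table S5, 57 belong to C1, 6 to C2 and 7 to C3. Within the 629 genes, 81.4% of the CAZy genes and 38.6% of the other genes are in C1 (one-tailed Fisher's exact test, p = 5.85e-12, with the 629 genes as the background). In the comparison of Δ*2hgt* with the WT, 14 of the 70 were called up at 40 h, 20 at 54 h and 61 at 72 h, and 69 at 1 time or more. The median log2 fold change of the 70 was 0.56 at 40 h, 0.78 at 54 h and 3.92 at 72 h, and 3 CAZy genes were called down at 40 h, 0 at 54 h and 1 at 72 h. With library totals in place of TMM normalization the medians were 0.44, 0.26 and 3.48. The summed RPKM of the 70 genes in Δ*2hgt* at 72 h was 8.21 times that in the WT, and 69 of the 70 genes were higher. The paper selected these genes as upregulated in Δ*2hgt* in the same data, so their direction is not an independent test.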

Most upregulated CAZy genes from the 629 gene set were overrepresented in C1 (57 out of 70, *P* = 6.65 × 10^−5^ according to the one-tailed Fisher’s exact test; Additional file 11: Table S5). Also included in this group was *clr*-*2* (Additional file 11: Table S5). 

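*clr-2* (NCU08042) was called up in Δ*2hgt* at 72 h, with a log2 fold change of 2.52 (standard error 0.213, adjusted p = 1.58e-07). Its RPKM there was 12.1 ± 2.40 in Δ*2hgt* and 2.91 ± 0.0102 in the WT (SD, n = 2 each). At 40 h it was 39.9 ± 14.3 against 28.9 ± 5.01, a log2 fold change of 0.59 (adjusted p = 0.0215). At 54 h the direction was the other, with 13.4 ± 0.0458 against 30.6 ± 0.909 and a log2 fold change of -0.68 (adjusted p = 0.0108).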

Although *clr*-*1* did not meet the strict differential analysis criteria (“Methods” section) with respect to the *hgt* null mutant (GFOLD = 0.43), it displayed a significantly elevated expression level at 72 h (*P* = 6.88 × 10^−19^ and raw log_2_[fold change] = 1.42; Additional file 10: Table S4). 

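At 72 h *clr-1* (NCU07705) had an RPKM of 14.5 ± 3.40 (SD, n = 2) in Δ*2hgt* and 7.28 ± 0.147 (SD, n = 2) in the WT. Its log2 fold change of 1.46 (standard error 0.122, adjusted p = 1.51e-07) passed both thresholds used here with TMM normalization. In RPKM, which is scaled by library totals, the rise at 72 h was smaller, so this call may depend on the scaling. The log2 fold changes at 40 and 54 h were 0.02 (adjusted p = 0.898) and 0.29 (adjusted p = 0.0645), neither of them called. With library totals in place of TMM normalization, these last 2 values changed sign, to -0.10 and -0.23.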

In *N. crassa*, the regulators *clr*-*1/*-*2* positively control the transcription of a number of lignocellulases, among which 126 genes are defined as belonging to the “Avicel regulon” [26]. Fifty-seven such genes were found in the 629 gene set, 53 of which were enriched in C1. This finding suggests that the upregulated genes in C1 are at least partially regulated by *clr*-*1/*-*2*. Functional category enrichment analysis also supported this idea (Additional file 11: Table S5). The group C1 also contained 11 MFS transporters, including *glt*-*1*. This sugar transporter and another one in C2 (*xyt*-*1*) were synergistically transcribed to high levels in the Δ*2hgt* mutant (Additional file 10: Table S4).

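The RPKM of *glt-1* in Δ*2hgt* was 826.9 ± 248.1 at 40 h, 1388 ± 380.5 at 54 h and 2795 ± 506.1 at 72 h, against 14.4 ± 2.98, 24.1 ± 0.114 and 14.01 ± 0.965 in the WT (SD, n = 2 each). The log2 fold changes were 5.94 (standard error 0.344), 6.37 (standard error 0.350) and 8.15 (standard error 0.379), with adjusted p of 1.04e-08, 8.19e-09 and 5.01e-10. For *xyt-1* (NCU05627) they were 4.63, 3.04 and 2.67 (adjusted p = 2.80e-07, 8.89e-06 and 1.03e-05). Of the 11 MFS transporters that Table S5 places in C1, 10 were called up at 1 time or more, and their median log2 fold change was 1.44 at 40 h, 1.14 at 54 h and 3.16 at 72 h.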

**Table 2:** Differentially expressed genes in the Δ*2hgt* mutant grown on cellulose compared with the wild type

Hours growth	40 h		54 h		72 h		Sum	
	Total	CAZy gene	Total	CAZy gene	Total	CAZy gene	Total	CAZy gene
Upregulated	128	12	305	18	378	60	629	70
Downregulated	135	1	78	6	265	8	384	15

In addition to many derepressed lignocellulases, the pentose phosphate pathway was overrepresented in C1 (*P* = 4.03 × 10^−4^; Additional file 11: Table S5). This observation supports the notion that CCR was lifted when *hgt*-*1/*-*2* were deleted. 

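*inv* had an RPKM of 446.7 ± 4.27 at 40 h, 338.9 ± 63.1 at 54 h and 740.9 ± 47.1 at 72 h in Δ*2hgt*, against 39.7 ± 14.1, 39.04 ± 3.48 and 16.1 ± 1.06 in the WT (SD, n = 2 each). It was called up at each time, with log2 fold changes of 3.57 (standard error 0.253, adjusted p = 7.98e-08), 3.64 (standard error 0.254, adjusted p = 1.17e-07) and 6.01 (standard error 0.284, adjusted p = 5.50e-10).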

In fact, the expression level of *inv* (NCU04265), an invertase that has been widely demonstrated to be a marker for CCR in *N. crassa* and yeast species [45–47], was consistently high in Δ*2hgt* (Additional file 10: Table S4). Furthermore, *cre*-*1*, a well-characterized regulator involved in CCR that globally suppresses cellulase expression in *N. crassa* [4], was downregulated in Δ*2hgt* (Fig. 6a). To confirm that CCR was lifted in the Δ*2hgt* mutant, the glucose analog 2-deoxy-glucose (2-DG, which cannot be catalyzed during glycolysis and is a drug often used for glucose repression analysis in filamentous fungi) was added to the Vogel’s growth medium containing Avicel as the sole carbon source. Supporting the above hypothesis, the Δ*2hgt* strain showed less sensitivity to 2-DG relative to the WT (Fig. 6d, e). Taken together, these results indicate that HGT-1/-2 contribute to the activation of CCR in the WT at a certain time point during the cellulolytic utilization process, including activation of *cre*-*1* expression, which triggers general repression affecting *clr*-*1/*-*2* and thus suppressing lignocellulase gene expression.

### Lignocellulase gene repression by HGT-1/-2: functionally coordinated but not confined to CRE-1

As shown above, exposure to carbon-limited environments such as plant cell walls causes *N. crassa* to use the high-affinity transporter system to uptake cellulose-derived glucose. The observation that *cre*-*1* expression was reduced during cellulose utilization (Fig. 6a) therefore suggests that the suppression of lignocellulolytic degradation enzymes mediated by HGT-1/-2 might be downstream-regulated by CRE-1. To test this idea, *cre*-*1* was deleted or constantly expressed in the Δ*2hgt* mutant background. The rate of secreted protein production by the Δ*2hgt*;Δ*cre*-*1* and Δ*2hgt*;Δ*glt*-*1*;Δ*cre*-*1* mutants on Avicel was dramatically increased compared with the Δ*2hgt* strain (Fig. 7a). This difference was even more obvious when the Avicel substrate was replaced with cellobiose, on which deletion of *cre*-*1* resulted in protein production starting at least 3 days earlier and ultimately twofold greater accumulation than the background strain Δ*2hgt* (Additional file 12: Figure S7). Examination of submerged growth phenotypes and protein gels confirmed this observation (Fig. 7c, d). In accordance with these results, the consumption of Avicel by Δ*2hgt*;Δ*cre*-*1* was also faster than that of Δ*2hgt* and the WT (Fig. 7b). Previous work has demonstrated that the single *cre*-*1* deletion mutant utilizes the Avicel substrate 2–3 days faster than the WT [4], implying an independent role for *cre*-*1* in the Δ*2hgt* mutant during cellulose utilization. In the Δ*2hgt* strain (Additional file 13: Figure S8), however, constant activation of *cre*-*1* expression via the *ccg*-*1* promoter or the ribosomal protein 27 promoter from *Magnaporthe grisea* [48] suppressed extracellular protein production to a level comparable to that of the WT (Fig. 7a, d). This result implies that regulation of cellulase expression via CRE-1 is coordinated with HGT-modulated repression in *N. crassa*. All these data, combined with the observation of reduced *cre*-*1* expression in the Δ*2hgt* strain (Fig. 7a), suggest that repression by HGT-1/-2 involves cross-talk with the pivotal CCR regulator CRE-1 and potentially some other unknown factor(s).

**Fig. 7:**
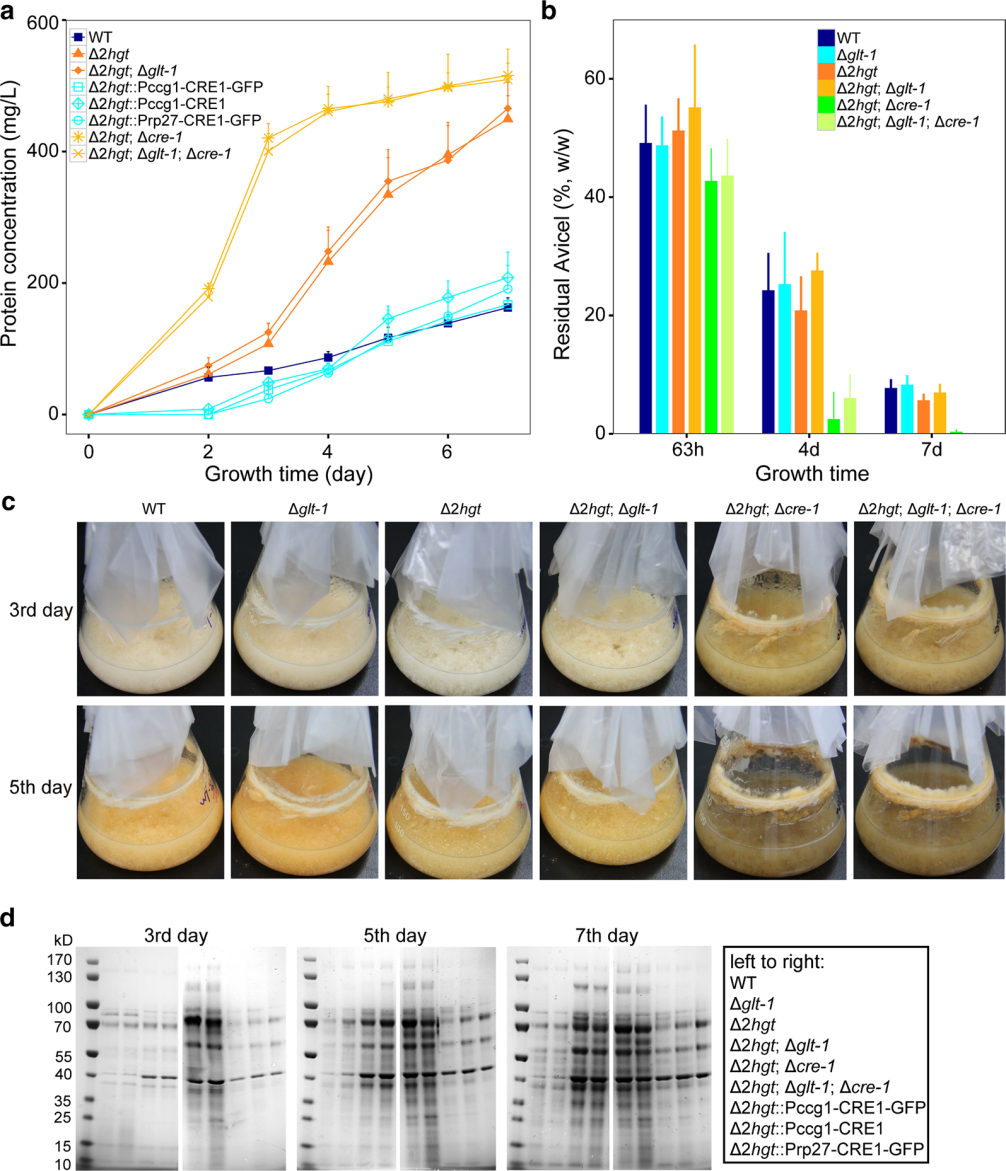
The CCR regulator CRE-1 is involved in the repression modulated by HGT-1/-2. **a** Protein concentrations of Avicel cultures of the WT, Δ*2hgt*, Δ*2hgt*;Δ*glt*-*1*, Δ*2hgt*;Δ*cre*-*1*, Δ*2hgt*;Δ*glt*-*1*;Δ*cre*-*1*, and a series of Δ*2hgt*::CRE-1 strains. **b** Residual Avicel in cultures of WT, Δ*glt*-*1*, Δ*2hgt*, Δ*2hgt*;Δ*glt*-*1*, Δ*2hgt*;Δ*cre*-*1*, and Δ*2hgt*;Δ*glt*-*1*;Δ*cre*-*1* strains. **c** Growth phenotypes and **d** secretomes of the cultures in *panel* A. The means and standard deviations of triplicate are shown

To verify our hypothesis, comparative genome-wide expression profiling was performed via RNA-Seq between the Δ*2hgt* and Δ*2hgt*;Δ*cre*-*1* mutants (Additional file 9: Figure S6; Additional file 10: Table S4). 

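In the Δ*cre-1* and Δ*2hgt*;Δ*cre-1* cultures the median total counts were 11931355 and 13447317 at 40 h and 13997948 and 13265774 at 54 h. Compared with the WT, 1871 genes were called in Δ*2hgt*;Δ*cre-1* at 40 h (1010 up, 861 down) and 1647 at 54 h (903 up, 744 down). The 40 h count depended on the processing, with 233 genes when only the 2 groups were fitted and 3229 with library totals in place of TMM normalization. With the replicate number as a block, 1834 and 1605 genes were called. The pairing rests on the labels alone, and the deviations of same-numbered cultures from their group means correlated across genes at r = -0.296 and r = -0.0505. *glt-1* rose most at 40 h, with a log2 fold change of 9.47 (standard error 0.399, adjusted p = 2.77e-10). *cre-1*, deleted in the strain, fell by 4.36 at 40 h and 4.17 at 54 h on the log2 scale. Δ*cre-1* differed from the WT in 259 genes at 40 h (165 up, 94 down) and 559 at 54 h (329 up, 230 down). With the replicate block these counts were 244 (r = -0.0673) and 542 (r = 0.108).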

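The summed RPKM of the 70 CAZy genes of Table S5 was 59441 ± 3490 in Δ*2hgt*;Δ*cre-1* and 22082 ± 3819 in the WT at 40 h (SD, n = 2 each), a ratio of 2.69. At 54 h it was 65684 ± 104.3 and 15609 ± 132.4 (SD, n = 2 each), a ratio of 4.21. Both cultures of the mutant were above both of the WT at each time (two-sided exact permutation test, p = 0.333, the smallest that 2 cultures against 2 allow). By edgeR's log2 fold changes 67 of the 70 genes were higher at 40 h and 68 at 54 h, and 43 and 46 were called up. With library totals in place of TMM normalization 54 and 64 of the 70 were higher. Then 19 and 34 were called up, and 1 was called down at each time. The scaling moved the ratios most. With effective library sizes from TMM they were 4.64 and 5.92. These sums cover the CAZy genes that the paper found upregulated in Δ*2hgt*, not the whole CAZome. In Δ*cre-1* the sum was 28963 ± 1173 at 40 h and 12860 ± 1626 at 54 h, and in Δ*2hgt* it was 43574 ± 6441 and 22060 ± 641.4 (SD, n = 2 each). Counts of *mfa-1* made up 19.65% and 22.98% of the Δ*cre-1* cultures at 54 h. Scaling by library totals then lowers the RPKM of their other genes, so that sum is not directly comparable with the others.

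**Figure D2:**
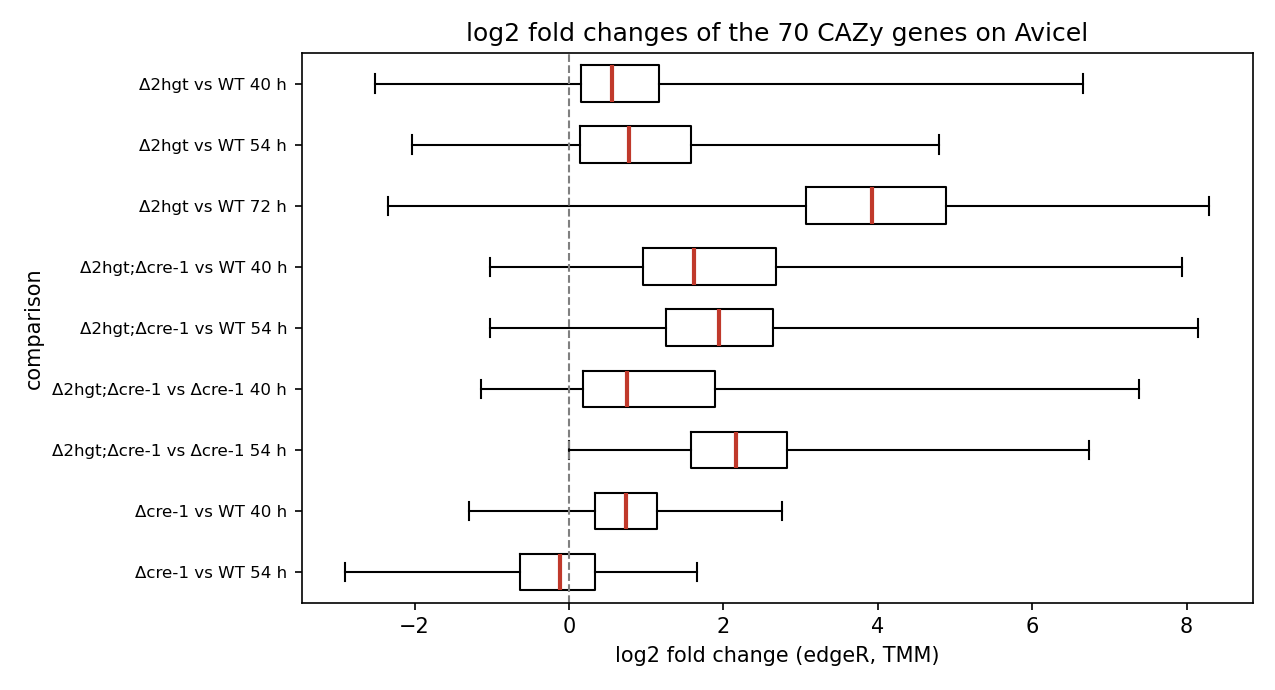
Log2 fold changes of the 70 CAZy genes of Table S5 in each comparison on Avicel. Boxes give the quartiles, red lines the medians and whiskers the full range over the 70 genes, and the dashed line marks no change. The median is highest for Δ*2hgt* against the WT at 72 h (3.92), and it is 1.62 and 1.95 for Δ*2hgt*;Δ*cre-1* against the WT at 40 and 54 h. In each of these comparisons it stayed above 0 with library totals (3.48, 0.82 and 1.45). The genes were selected as upregulated in Δ*2hgt* in the same data, most of them at 72 h, so a high median there follows from the selection.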

The expression levels of selected cellulases as well as total CAZome expression were greatly elevated in the Δ*2hgt*;Δ*cre*-*1* strain compared with the WT (Fig. 8a, b). The upregulated genes included those encoding typical “CRE-1 regulon” proteins—an α-amylase A (NCU09805), a starch-binding enzyme (NCU08746), *gh6*-*3* (NCU07190), the invertase *inv*, a glucoamylase (NCU01517), and a galactosidase (NCU00972) (Additional file 11: Table S5), which were all identified in *N. crassa* in a previous study [4] and implied the existence of CRE-1-mediated cross-talk in the Δ*2hgt* mutant as mentioned above. In contrast, 115 out of 128 upregulated genes in the Δ*2hgt* strain at the 40-h time point (Table 2) were not typical CRE-1 regulon members [4]. Furthermore, combined deletion of *hgt*-*1/*-*2* in the Δ*cre*-*1* background (strain Δ*2hgt*; Δ*cre*-*1*) resulted in upregulation of 317 genes, of which 225 overlapped with the 629 gene set identified in Δ*2hgt* (Fig. 8c; Table 3). 

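All 6 genes were called up in Δ*2hgt*;Δ*cre-1* compared with the WT at both times. At 40 and 54 h the log2 fold changes were 7.64 and 8.15 for NCU09805, 7.93 and 7.13 for NCU08746, 5.79 and 5.95 for *gh6-3*, 5.30 and 5.22 for *inv*, 6.38 and 7.03 for NCU01517, and 4.14 and 4.14 for NCU00972. The largest adjusted p among them was 2.31e-08. NCU09805 had the least precise value, with a standard error of 0.516 at 40 h, where the WT cultures had 9 and 47 counts. In RPKM, *gh6-3* was 10982 ± 826.3 in the mutant and 342.6 ± 97.2 in the WT at 40 h (SD, n = 2 each). *gh6-3* was also high in Δ*2hgt*, at 9031 ± 1567 (SD, n = 2), and in Δ*cre-1* it was 613.01 ± 37.3 (SD, n = 2). Against the WT at 40 h, the log2 fold changes of the 6 genes lay between 3.27 and 6.66 in Δ*2hgt*. In Δ*cre-1* they lay between 0.26 and 1.66. Each of the 6 rose more in Δ*2hgt* than in Δ*cre-1* at both times.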

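Compared with Δ*cre-1*, 1195 genes were called in Δ*2hgt*;Δ*cre-1* at 40 h (674 up, 521 down) and 995 at 54 h (516 up, 479 down). Called up at 1 time or more were 939 genes, 385 of them in the 629 gene set. Of the 225 genes that Table S5 marks as overlapping, 220 were called up. Both strains carry the *cre-1* deletion and have at most 10 counts of *matA-1* in each culture. When only the 2 groups were fitted, 158 genes were called at 40 h and 1109 at 54 h. With the replicate number as a block, taken from the labels, the counts were 1149 (r = 0.0865 between same-numbered cultures) and 977 (r = -0.0308). *glt-1* rose by 9.79 (standard error 0.405, adjusted p = 2.78e-10) at 40 h and 7.26 (standard error 0.364, adjusted p = 2.89e-09) at 54 h on the log2 scale. An interaction tested whether the effect of deleting *hgt-1* and *hgt-2* differed between the strains with and without *cre-1*. It did in 690 genes at 40 h (399 upward, 291 downward) and 290 at 54 h (109 upward, 181 downward), and in 160 and 638 when only the compared groups were fitted. The effect with *cre-1* compares a mutant with the WT, which also differ in *matA-1*, so the interaction cannot be told apart from that difference.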

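Of the 70 CAZy genes 51 are among the 225 genes, 72.9% of them against 31.1% of the other genes in the 629 gene set (one-tailed Fisher's exact test, p = 2.15e-11). Compared with Δ*cre-1*, 55 of the 70 were called up in Δ*2hgt*;Δ*cre-1* at 1 time or more, 21 at 40 h and 51 at 54 h, and 49 of these are among the 225. The median log2 fold change of the 70 was 0.76 at 40 h and 2.16 at 54 h, and 0.39 and 1.99 with library totals in place of TMM normalization. By the calls made here, 78.6% of the CAZy genes and 59% of the other genes of the 629 set were up (one-tailed Fisher's exact test, p = 0.000878).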

CAZy proteins were also overrepresented in this overlapping gene set (51 out of a total of 70 in the 629 gene set) (Additional file 11: Table S5; Fig. 8d). This observation cannot be completely explained by the action of the CCR regulator CRE-1, and thus further suggests that one or more additional factors might be involved in modulating the HGT-1/-2 suppression signal that leads to the repression of cellulase expression.

**Fig. 8:**
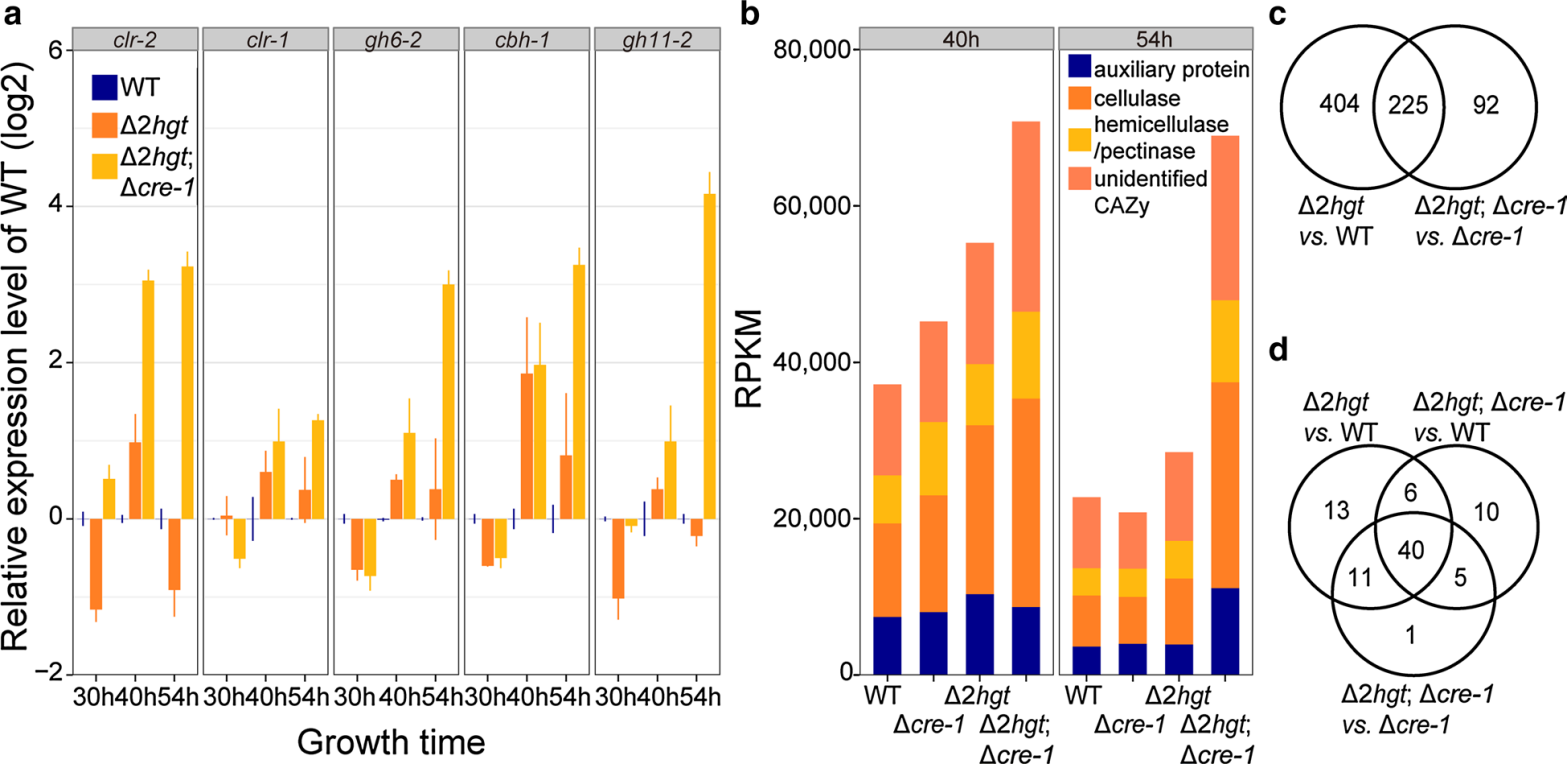
Comparative analysis of gene expression between Δ*2hgt* and Δ*2hgt*;Δ*cre*-*1* confirmed the existence of cross-talk between CRE-1 and HGT-modulated suppression. **a** Relative expression levels of two transcription factors (*clr*-*1* and *clr*-*2*) and lignocellulases (*gh6*-*2*, *cbh1*, and *gh11*-*2*) in Δ*2hgt* and Δ*2hgt*;Δ*cre*-*1* mutants vs. the WT after 30, 40, and 54 h growth on Avicel. Average values and standard deviations of two biological replicates/two technical replicates are shown. **b** Expression levels from RNA-Seq data of genes encoding different classes of CAZy proteins in WT, Δ*cre*-*1*, Δ*2hgt*, and Δ*2hgt*;Δ*cre*-*1* strains. **c** *Venn diagram* analysis of upregulated genes in Δ*2hgt vs.* the WT and Δ*2hgt*;Δ*cre*-*1* vs. Δ*cre*-*1*. **d** *Venn diagram* analysis of derepressed genes encoding CAZy proteins in Δ*2hgt* vs. the WT, Δ*2hgt*;Δ*cre*-*1* vs. the WT, and Δ*2hgt*;Δ*cre*-*1* vs. Δ*cre*-*1*

**Table 3:** Comparative analysis of differentially expressed genes in the Δ*2hgt* and Δ*2hgt*;Δ*cre*-*1* mutants grown on cellulose

Hours growth	Comparison	Up in 629-genes (a)	Up in total (b)	Ratio (a/b) (%)	CAZy gene
40 h	Δ*2hgt*;Δ*cre-1* vs. WT	189	274	69.0	23
	Δ*2hgt*;Δ*cre-1* vs. Δ*cre-1*	84	120	70.0	15
54 h	Δ*2hgt*;Δ*cre-1* vs. WT	288	562	51.2	59
	Δ*2hgt*;Δ*cre-1* vs. Δ*cre-1*	182	240	75.8	54
Sum	Δ*2hgt*;Δ*cre-1* vs. WT	349	677	51.6	61
	Δ*2hgt*;Δ*cre-1* vs. Δ*cre-1*	225	317	71.0	57

### Significantly increased intracellular levels of cAMP in Δ*2hgt* under cellulosic conditions give rise to a negative regulation circuit in the cAMP-PKA pathway

As shown above, one or more unknown factors seem to participate in the connection between HGT-modulated suppression and CAZy expression. The cAMP-PKA signaling pathway, which functions in the sensing of external or internal nutrient changes, is highly conserved across living kingdoms [18, 19]. In *N. crassa*, misactivation of PKA triggers a number of developmental events, such as apolar growth, aerial hyphal formation, vegetative growth, and improved protein production upon cellulose; in contrast, inactivation leads to premature conidiation, increased thermotolerance, and nearly abolished circadian rhythms [49–51]. 

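The 11 genes marked as glycolysis in Table S5 had median log2 fold changes in Δ*2hgt* compared with the WT of 1.51 at 40 h, 2.47 at 54 h and 2.68 at 72 h, and 7, 10 and 10 of them were called up. All 11 were above 0 at each time, except that with library totals 10 were above 0 at 54 h. The 1 gene marked as gluconeogenesis had log2 fold changes of 2.16, -0.15 and -0.52. The 2 genes marked as fermentation had mean log2 fold changes of 0.39, 0.52 and 2.22, with values of -0.79 and 1.83 at 54 h, and both were called up at 1 time or more. All of these genes come from the list of genes upregulated in the same data, so their direction is not an independent test.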

Intriguingly, 11 genes involved in glycolysis, two in gluconeogenesis, and two fermentative genes were robustly derepressed in the Δ*2hgt* mutant, which implies that vegetative growth was facilitated under cellulosic conditions when *hgt*-*1/*-*2* were deleted (Additional file 11: Table S5). In contrast, a large number of sporulation-related genes were inactivated, including the critical regulator of minor chain formation *fl* (NCU08726) [52], the rodlet layer protein *eas* (NCU08457) [53], the conidiation-specific gene *con*-*10* (NCU07325) [54], the all development-altered regulator *ada*-*6* (NCU04866) [55], the *Aspergillus flbC* homolog NCU03184 [56], and the *Aspergillus flbD* ortholog *rca*-*1* (NCU01312) (Additional file 11: Table S5). 

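Of the 26 conidiation genes listed in Table S5, 5 were called down in Δ*2hgt* at 40 h, 1 at 54 h and 4 at 72 h, 7 at 1 time or more, and 2 were called up at each time. The log2 fold change was below 0 for 21, 19 and 15 of the 26, with medians of -0.66, -0.57 and -0.17, and for 21, 22 and 21 with library totals in place of TMM normalization. *rca-1* fell by 4.39 (standard error 0.329, adjusted p = 1.36e-07) at 40 h, *con-10* by 2.84 (standard error 0.322, adjusted p = 9.76e-06) and *ada-6* by 3.26 (standard error 0.427, adjusted p = 3.74e-05) on the log2 scale. *eas* fell by 5.75 (standard error 1.002, adjusted p = 0.000415), but the WT cultures at 40 h had 14405 and 114431 counts of it, so its size is poorly determined. *fl* was not called at 40 h, with a log2 fold change of -3.54 (standard error 0.814, adjusted p = 0.00321). NCU03184 was called down at 54 h (-1.73) and 72 h (-1.45). By 72 h, *con-10* was still down (-2.10), whereas *fl* (-0.39), *eas* (-0.19) and *rca-1* (-1.10) were not called and *ada-6* was higher than in the WT (1.40, adjusted p = 0.0536).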

The role of *rca*-*1* in conidiation is uncertain, but it was recently revealed to participate in lignocellulolytic enzyme production in *N. crassa* [43]. All these observations suggest that the cAMP-PKA pathway was activated by the double deletion of *hgt*-*1/*-*2*. To test this hypothesis, intracellular cAMP levels were measured in the WT and the Δ*2hgt* strain. As anticipated, cAMP levels during the cellulolytic utilization phase were significantly higher in the *hgt*-deleted mutant relative to the WT (Fig. 9). Additionally, *pkac*-*2* (NCU00682), the paralog of PKAC-1 in *N. crassa* [57], was upregulated in the *hgt*-deleted mutant compared with the WT at all three tested time points from 40 to 72 h (Additional file 11: Table S5), further supporting the involvement of the cAMP-PKA pathway in HGT-modulated suppression.

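*pkac-2* was called up at each time. In Δ*2hgt* its RPKM was 224.4 ± 9.22 at 40 h, 192.6 ± 1.62 at 54 h and 196.8 ± 5.45 at 72 h, against 51.4 ± 8.77, 67.9 ± 1.04 and 51.5 ± 4.28 in the WT (SD, n = 2 each). The log2 fold changes were 2.22 (standard error 0.177, adjusted p = 2.59e-07), 2.02 (standard error 0.176, adjusted p = 7.89e-07) and 2.43 (standard error 0.179, adjusted p = 4.19e-08).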

**Fig. 9:**
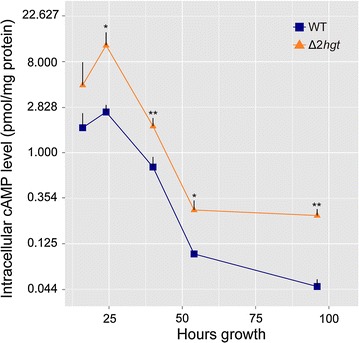
Intracellular cAMP is significantly increased in Δ*2hgt* under cellulosic conditions compared with the WT. Samples of the WT and the Δ*2hgt* mutant cultured for 16, 24, 40, 54, and 98 h were harvested and assayed for cAMP levels. Values represent the means of two independent biological replicates within each of three technical replicates; error bars show standard deviations. Statistical significance was assessed using a two-tailed Student *t* test. *P < 0.05, **P < 0.01

### Replacing a conserved arginine with lysine in HGT-1/-2 leads to dysfunction of glucose transport but no change in CCR signal transduction

Various studies have found that replacing a conserved arginine with a lysine residue in yeast species and the fungal pathogen *U. maydis* leads to constitutive glucose signaling by hexose sensors, including Snf3p/Rgt2p, Hgt4, Hxs1, and UmHxt1 [11, 13, 58, 59]. To test whether HGT-1/-2 also showed a similar conserved function when this residue was altered, we generated the constructs HGT-1(R172K), HGT-2(R155K), and GLT-1(R167K) (Fig. 10a). Consistent with previous studies [13], these analogs no longer supported the growth of EBY.VW4000 when glucose was the sole carbon source (Fig. 10b). When the mutant proteins were separately introduced into the Δ*2hgt* strain, the extracellular protein levels were similar to the background strain on Avicel, seemingly implying complete loss of function via this point mutation (Fig. 10c). With the addition of 2-DG, however, the strains harboring the analogs of the two high-affinity glucose transporters (HGT-1/-2) were much more sensitive to 2-DG than the background strain (Δ*2hgt*) and the strain with mutated GLT-1. The latter two mutants, Δ*2hgt* and Δ*2hgt*::GLT-1(R167K), grew much better than the WT, Δ*2hgt*::HGT-1(R172K), and Δ*2hgt*::HGT-2(R155K) (Fig. 10f), indicating that the CCR signal was transmitted by the HGT-1/-2 analogs in the Δ*2hgt*::HGT-1(R172K) and Δ*2hgt*::HGT-2(R155K) strains. The strength of CCR in the mutants harboring HGT-1/-2 analogs was reduced compared with the WT (Fig. 10d, e), which may have been because a single *hgt* sequence could not fully complement the defect of the double deletion strain Δ*2hgt* (Fig. 5a). Taken together, these data supported the hypothesis that HGT-1/-2 possess an additional function as “glucose transceptors” in *N. crassa*.

**Fig. 10:**
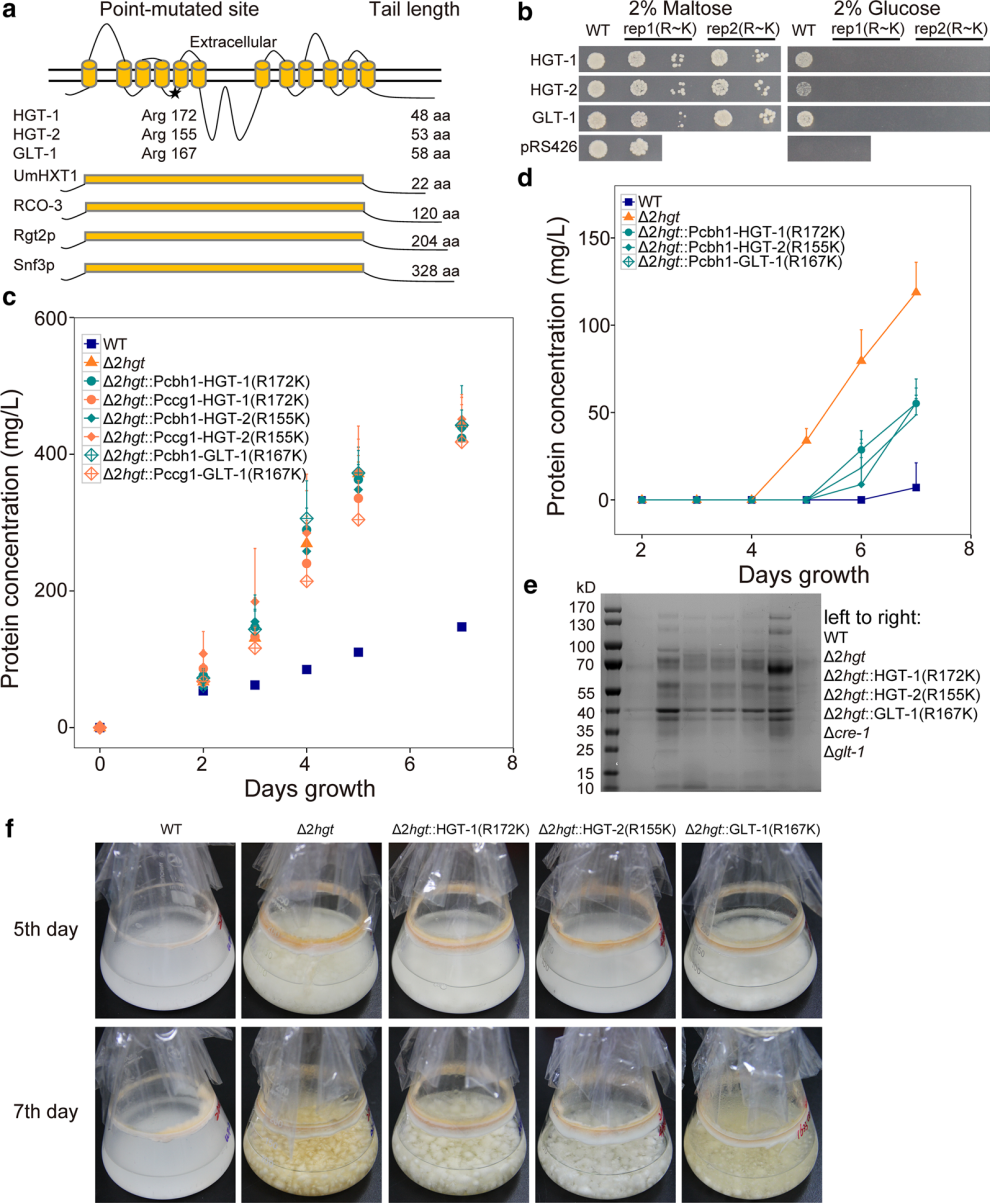
Evidence that non-transporting HGT-1/-2 analogs are functional in CCR signal transduction in Δ*2* *hgt*. **a** Structural models of HGT-1/-2 and GLT-1 based on TMHMM. One arginine that was replaced by lysine is marked with an *asterisk*. **b** Growth of EBY.VW4000 harboring the indicated wild-type transporters and corresponding point-mutated analogs on maltose or glucose as the sole carbon source. Each transporter analog was tested using two biological replicates. **c** Protein concentrations of Avicel cultures of the Δ*2hgt* mutant expressing one indicated analog controlled by the *ccg*-*1* or *cbh*-*1* promoter. Average values and standard deviations of triplicate are shown. **d** Protein concentrations, **e** secretomes, and **f** growth phenotypes on Avicel plus 2-DG of the mutant cultures in *panel* C

### Conservation of the dual-affinity transport components from saprophytes to parasitic fungi

To investigate the conservation of the glucose transport dual-affinity system in fungi, homologs of systems I and II proteins were identified using GLT-1 and HGT-1/-2 protein sequences as queries in searches against the genomes of saprophytes (*A. nidulans*, *A. niger*, *A. oryzae*, *Myceliophthora thermophila*, and *T. reesei*), phytopathogens (*Botrytis cinerea*, *Chaetomium globosum*, *Colletotrichum graminicola*, *Fusarium graminearum*, *Magnaporthe oryzae*, and *U. maydis*), and animal fungal pathogens (*A. fumigatus* and *Talaromyces marneffei*) (“Methods” section). A phylogenetic analysis was conducted that included hexose transporters from *S. cerevisiae* (Fig. 11). Except for *U. maydis*, most tested fungal species possessed a homolog of GLT-1 and one or two HGTs. For example, several functionally identified low- and high-affinity glucose transporters (MstE, MstC/HxtE, and HxtC in *A. nidulans* [60–62]; MstE, MstA, and MstH in *A. niger* [63, 64]; and CgHXT5, CgHXT3, and CgHXT1 in *C. graminicola* [65]) were clustered into the respective GLT-1, HGT-1, and HGT-2 groups (Fig. 11), suggesting robust conservation of this dual-affinity transport system in the kingdom Fungi. Although *S. cerevisiae* is widely accepted to possess a glucose dual-affinity transport system (*K*_m_ = ~20 mM for the low-affinity system and ~1 mM for the high-affinity system), the affinity difference between the two systems in yeast is not so extreme as in filamentous fungi such as *N. crassa*, reflecting their different evolutionary trajectories shaped by different growth niches in nature.

**Fig. 11:**
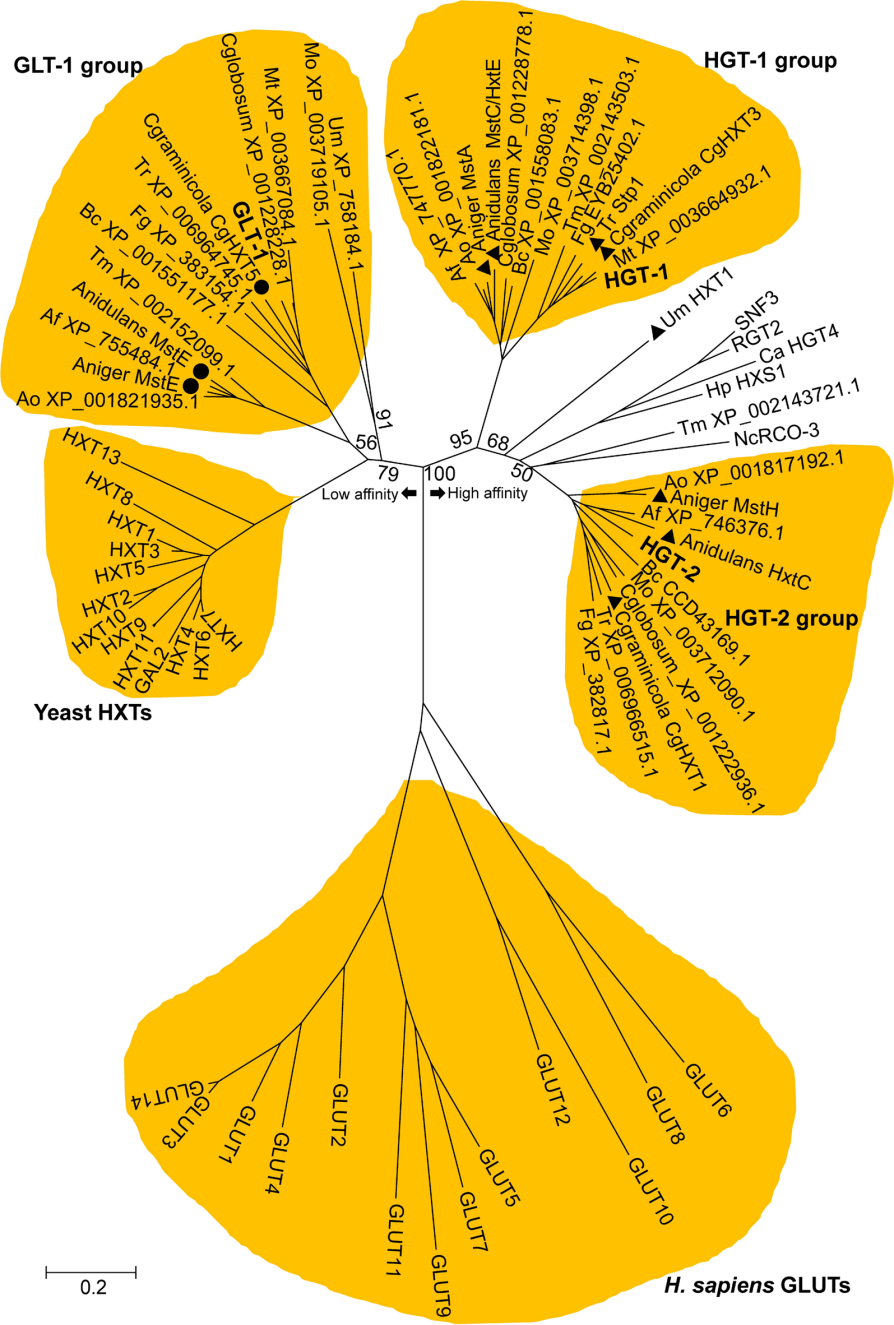
Phylogenetic analysis of GLT-1 and HGT-1/-2 homologs in the fungal kingdom. Characterized glucose transporters of the selected fungi are marked with *solid circles* (for low-affinity transporters) and *solid triangles* (for high-affinity transporters). Gene names or protein accession numbers are given. The glucose sensors Snf3p/Rgt2p, HGT4, and HXS1 from yeast, RCO-3 from *N. crassa*, and GLUTs from *H. sapiens* were included as outgroups; bootstrap support values based on 1000 replicates are shown at the major branches

## Discussion

### Dual-affinity systems for nutrient transport in filamentous fungi: revision of an old story

In individual organisms, uptake affinities usually vary widely among different nutrients [8, 10, 14, 66–69]. In filamentous fungi such as *A. niger* and *N. crassa*, glucose uptake at the cellular level behaves in a dual-transport fashion [8–10, 70]. Several physiological characteristics of the glucose dual-transporter system in *N. crassa* are worth noting: (1) the low- and high-affinity systems (systems I and II) cover a 1000-fold difference in affinity making this system a good representative model of glucose uptake; (2) system I is a glucose diffusion system, while system II is an active, H^+^-co-transport mechanism; and (3) system I is constantly expressed at high glucose levels, whereas system II is subject to repression by glucose and can be de novo synthesized under low- or no-carbon conditions [8–10, 23, 24, 71]. The dual-affinity glucose transport system in *N. crassa* has been known about for nearly 50 years since the 1970s but has not been investigated systematically at the gene level until the present study, although some characteristics of *hgt*-*1* and GLT-1 have been identified before [33, 40]. Here, three genes were assigned to this dual-system: GLT-1 forms the low-affinity transport system that takes up glucose under adequate glucose conditions, whereas HGT-1 and HGT-2 comprise the high-affinity system that imports sugar when the external glucose concentration is very low (Fig. 12). Whether this dual-affinity transport system, which is highly conserved across fungal species (Fig. 11), increases the adaptability of fungal systems in nature needs to be further investigated. Moreover, because both sensing and import are pivotal for microorganism growth [72], the finding that HGT-1/-2 perform glucose signaling in addition to their transport functions suggests a novel role for HGT-1/-2 as sensor-like transporters (the so-called “transceptors”) in the dual-affinity transport system, thereby promoting both cell growth and interaction with the environment. Together, the findings here, to our knowledge, represent the first genome-wide molecular characterization of the dual-affinity glucose transport system in filamentous fungi.

**Fig. 12:**
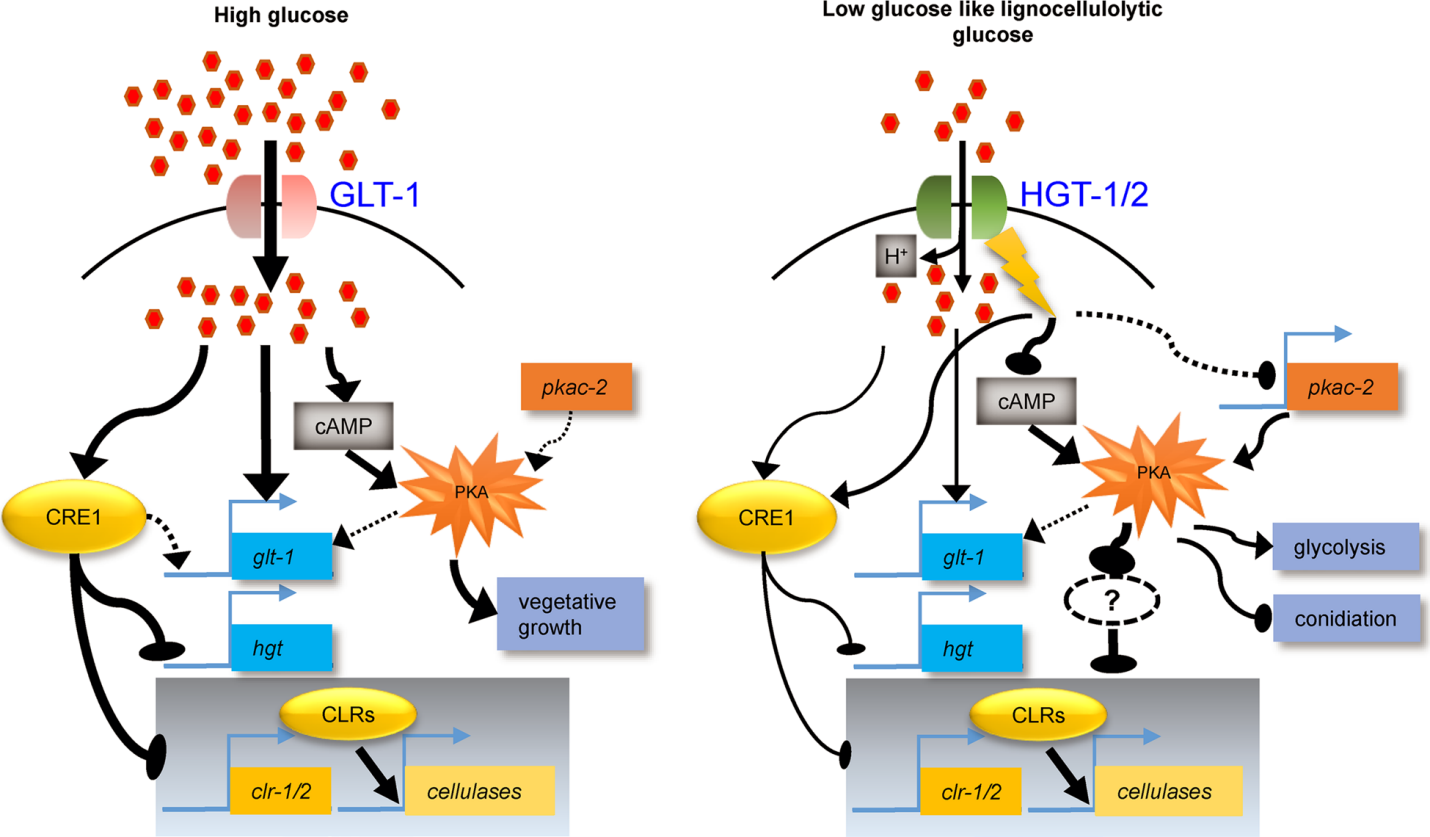
Working model of how the glucose dual-affinity transport system functions in glucose transport, signaling, and CCR. Under high levels of glucose, *N. crassa* predominantly uses the low-affinity, but high-capacity GLT-1 protein for nutrient assimilation. Adequate glucose stimulates CRE-1-mediated CCR to repress cellulase expression for non-preferred carbon (e.g., plant cell walls) utilization, whereas the cAMP-PKA pathway is induced for vegetative growth. When external glucose is depleted or limited, however, HGT-1/-2 are rapidly derepressed by the lifting of CCR and transport the limited external glucose. This process synergistically downregulates the cAMP-PKA pathway via one or more mechanisms to decrease cAMP levels and *pkac*-*2* expression, thus leading to attenuated glycolytic activity. Constant exposure of cells to glucose-limited conditions leads to sexual sporulation for survival, thereby also resulting in downregulation of *clr*-*1/2* and cellulase expression, and reactivation of CCR on cellulose. Whether cAMP-PKA can regulate CRE-1 and/or CLR-1/-2 directly or through downstream transcriptional factors to function in plant cell wall deconstruction requires further investigation

### Low- vs. high-affinity systems: a trade-off between transport capacity and gene dosage

Despite the apparent exclusiveness of high-affinity and high-capacity, high-affinity transporters, such as *hgt*-*1/*-*2*, are always highly expressed in derepressed conditions (Fig. 2 and Additional file 5: Figure S3). Even though the low-affinity system I gene *glt*-*1* displayed considerably higher expression than other sugar transporters in the presence of high glucose (Fig. 2), its mRNA level was not at the same order of magnitude as those of *hgt*-*1/*-*2* under low-glucose conditions (e.g., RPKM = 210 for *glt*-*1* vs. 5,700 for *hgt*-*1*; Fig. 2b). In contrast, the *V*_max_ value of GLT-1 was considerably higher than those of HGT-1/-2 (30.75 ± 1.34 mmol h^−1^ g^−1^ DCW for GLT-1 vs. 26.42 ± 0.38 and 78.11 ± 4.46 µmol h^−1^ g^−1^ DCW for HGT-1 and -2). This suggests that the high-affinity transport system, consisting of low-capacity transporters, compensates for this inherent kinetic handicap by increasing the number of individual proteins to keep pace with the low-affinity system in uptake velocity. 

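In RPKM computed from the deposited counts, *glt-1* was at 246.8 ± 4.39 (SD, n = 2) on 2.0% glucose for 1 h. *hgt-1* was at 6687 ± 66.2 (SD, n = 2) on no carbon and at 1622 ± 413.03 (SD, n = 3) on 0.05% glucose for 1 h. At that last condition *glt-1*, with 1978 ± 449.1 (SD, n = 3), was not below *hgt-1*, and the difference between them was within the spread of the replicates.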

The maximum glucose uptake rate of the derepressible system II was demonstrated to be similar to that of the glucose-inducible system I [8]. The highly expressed high-affinity transport system is therefore able to maintain nutrient homeostasis while external nutrients are being depleted, thereby providing sufficient preparation time for starvation and consequent cell recovery when nutrients are replenished [68].

### Glucose transport by the derepressible glucose transporters HGT-1/-2 suppresses lignocellulase gene expression and vegetative growth under carbon-limited environments, thereby favoring fungal sporulation for survival

In a number of filamentous fungi, deletion of *cre*-*1*/*creA*/*cre1* promotes the utilization of alternative carbon sources, particularly through derepression of cellulolytic enzymes [4, 73–75]. Although deletion of *cre*-*1* in the Δ*2hgt* strain resulted in faster growth on Avicel (Fig. 7), simply concluding that the hyper-production of cellulases in Δ*2hgt* is related to the regulator CRE-1 is not warranted: single deletion of *cre*-*1* only resulted in approximately 30% higher protein production than in the WT [4], far less than the 180–210% increases are seen in the Δ*2hgt* and Δ*2hgt*;Δ*cre*-*1* mutants (Fig. 7a). HGT-1/-2 appear to connect extracellular glucose signaling with the internal CCR signal, because the Δ*2hgt* mutant displayed moderate resistance to 2-DG inhibition (Fig. 6d, e). This HGT-mediated suppression is partly associated with CRE-1-mediated CCR, as downregulation of *cre*-*1* in Δ*2hgt* occurred in the late phase of cellulose utilization (Fig. 6a; Additional file 10: Table S4). 

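*cre-1* had an RPKM of 408.5 ± 39.9 in Δ*2hgt* and 207.4 ± 11.7 in the WT at 40 h, 86.5 ± 15.9 and 212.2 ± 13.9 at 54 h, and 54.9 ± 2.29 and 135.5 ± 19.6 at 72 h (SD, n = 2 each). It was called up at 40 h, with a log2 fold change of 1.08 (standard error 0.190, adjusted p = 0.000457). At 54 and 72 h it was lower than in the WT, by -0.78 (standard error 0.190, adjusted p = 0.00462) and -0.81 (standard error 0.191, adjusted p = 0.00224), neither of which passed both thresholds. With library totals in place of TMM normalization the log2 fold changes of *cre-1* were 0.98, -1.29 and -1.30, and it was called at 54 and 72 h but not at 40 h. Both cultures of each strain lay apart from both of the other at all 3 times. The difference between the effects at 72 and 40 h was -1.89 (standard error 0.270, adjusted p = 5.50e-05).

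**Figure D3:**
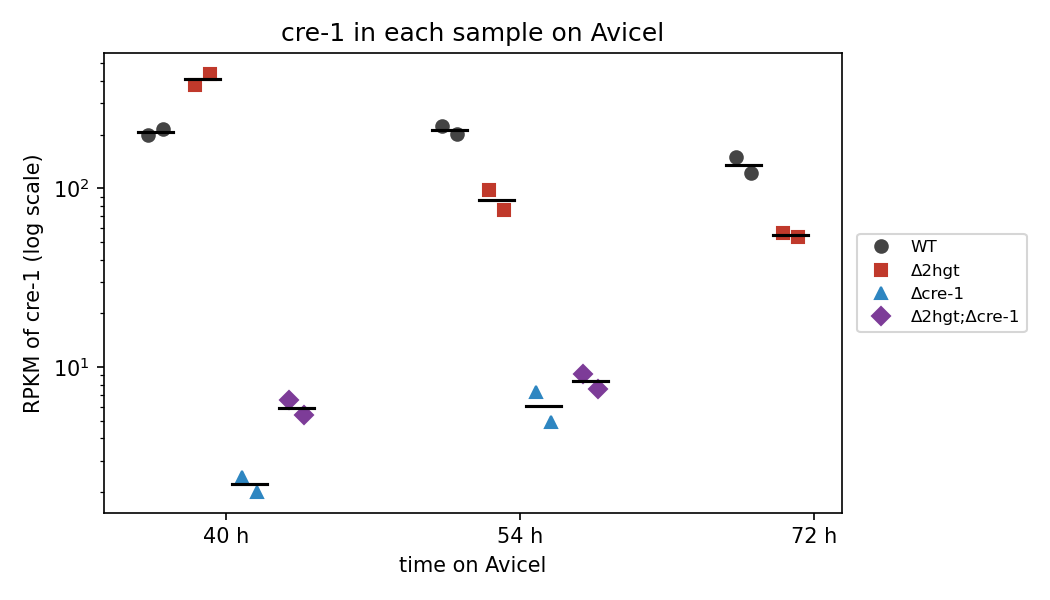
RPKM of *cre-1* on a log axis in each of the 20 cultures on Avicel, by time and strain. Points are single cultures and bars are means of 2. Δ*2hgt* lies above the WT at 40 h (408.5 against 207.4) and below it at 72 h (54.9 against 135.5), and the strains without *cre-1* lie below 10.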

Despite these findings, exactly how HGT-1/-2 function with CRE-1 (or other unknown factors) to mediate CCR in *N. crassa* remains to be elucidated. 

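*vib-1* had log2 fold changes of 0.95 (standard error 0.144, adjusted p = 0.000141) at 40 h, 0.55 (standard error 0.144, adjusted p = 0.00739) at 54 h and 1.002 (standard error 0.148, adjusted p = 4.03e-05) at 72 h in Δ*2hgt* compared with the WT. Only the last passed both thresholds, and with library totals in place of TMM normalization the value for *vib-1* at 72 h was 0.53 and was not called. In RPKM it was 85.1 ± 14.5 against 47.9 ± 6.71 at 40 h, 43.4 ± 5.42 against 42.4 ± 3.21 at 54 h and 26.2 ± 5.05 against 18.2 ± 1.56 at 72 h (SD, n = 2 each). At 54 h the difference in RPKM, which is scaled by library totals, was within the spread of the replicates.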

Intriguingly, the transcriptional regulator *vib*-*1*, which was recently found to coordinate glucose signaling and CCR during plant cell wall degradation [5], was not strongly upregulated when *hgt*-*1/*-*2* were deleted (Additional file 10: Table S4). Future investigations of the regulatory network consisting of VIB-1-mediated CCR and the HGT-mediated glucose response should help to decipher fungal glucose signaling and CCR regulation.

In *S. cerevisiae*, extracellular glucose can be sensed by two membrane transporter-like sensors, Rgt2p and Snf3p [11]. These two sensors possess a long cytoplasmic C-terminus harboring one or two short conserved sequence blocks that are essential for glucose signal transduction [12]. The identical homolog of Rgt2p/Snf3p in *N. crassa* is RCO-3 (Fig. 11), which also contains an extremely long C-terminus in the cytoplasm (Fig. 10a). Mutation of *rco*-*3* in *N. crassa* leads to severe cell defects in glucose uptake as well as decreased growth in the presence of high glucose levels, but the ability to sense low levels of glucose is probably still retained [22]. These results were corroborated in our study: qRT-PCR analysis revealed that *glt*-*1* was dramatically downregulated (~100-fold) in Δ*rco*-*3* compared with the WT, resulting in synergistically elevated expression (ten- to 30-fold) of *hgt*-*1/*-*2* and NCU06358 (Additional file 14: Figure S9). Because the derepression of high-affinity glucose transporters *hgt*-*1/*-*2* was not affected in the Δ*rco*-*3* mutant, RCO-3 might act as a low-affinity glucose sensor [22], whereas HGT-1/-2 are high-affinity ones.

Intriguingly, glycolysis and fermentation were stimulated in Δ*2hgt* (Additional file 11: Table S5). This phenomenon is quite similar to the “Warburg effect” in cancer cells, where glycolysis is improperly activated by several important kinases, such as PI3K/AKT and tyrosine kinase [76]. Similarly, the cAMP-PKA signaling pathway cannot be excluded as a possible explanation for these HGT-dependent functions (Fig. 12): (1) the internal cAMP level was significantly higher in the Δ*2hgt* mutant during cellulose utilization (Fig. 9); (2) *pkac*-*2*, one of only two PKA catalytic subunits reported to date in *N. crassa* [57], was strongly and constantly upregulated (Additional file 11: Table S5); and (3) asexual conidiation-related genes were extensively inactivated in Δ*2hgt* (Additional file 11: Table S5). In *N. crassa*, inactivation of PKA leads to strong derepression of submerged-culture conidiation as well as aerial sporulation [57, 77]. Future investigations of the connection between HGT and the cAMP-PKA signaling pathway as well as the specific roles of HGT in glycolysis, plant cell wall deconstruction, and sporulation will help us to understand the architecture of nutrient signaling regulation in filamentous fungi (Fig. 12).

Sporulation and quiescence are conserved strategies for survival when organisms encounter nutrient depletion or other chemical/physical stresses [78, 79]. In this regard, signaling to suppress vegetative growth and activate sporulation is a preferred mechanism for fungi to overcome severe growth environments. As revealed by this study, HGTs are strongly derepressed under carbon-limited or lignocellulolytic conditions, which lead to the inactivation of glycolysis but activation of asexual sporulation (Fig. 12). HGT-mediated repression of cellulosic growth therefore favors fungal conidiation, which might be beneficial for species survival under carbon-limited environments. Conversely, upon encountering plentiful glucose, it should be noted that *N. crassa* can inhibit system II [23] and synergistically elevate the expression of the low-affinity transporter *glt*-*1* for cell proliferation (Fig. 12).

## Conclusions

In this study, HGT-1/-2 and GLT-1 were identified as major derepressible and glucose-inducible components, respectively, of the high- and low-affinity glucose transport systems in *N. crassa*. Growth defects due to loss of *glt*-*1* were restored by upregulation of the high-affinity transporters *hgt*-*1/*-*2*. In addition to their glucose-transporting functions under carbon-limited or cellulolytic conditions, HGT-1/-2 also mediate glucose signaling to connect extracellular nutrient availability with internal catabolite repression and metabolism, and thus may act as glucose transceptors. Simultaneous deletion of *hgt*-*1* and *hgt*-*2* leads to comprehensive derepression of a large group of genes including those encoding glycolysis enzymes and plant cell wall-degrading enzymes, which are associated with CRE-1-related CCR, transcriptional regulation by CLR-1/-2, and the cAMP-PKA signaling pathway. Given the wide conservation of these dual-affinity transport components across the fungal kingdom, future investigations of GLT-1 and HGT-1/-2, and studies of HGT-mediated signaling in other fungal systems will shed new light on long-standing questions about the physiological roles and evolutionary traits of the dual-affinity transport system, and thus inform studies on fungal glucose signaling, pathogenicity, and plant cell wall deconstruction for biorefinery.

## Methods

### Strains, media, and culture conditions

The *N. crassa* WT strain (FGSC2489) and mutants Δ*glt*-*1* (FGSC13161), Δ*hgt*-*1* (FGSC22819), Δ*hgt*-*2* (FGSC18807), Δ*NCU05897* (FGSC13717), Δ*NCU00450* (FGSC15906), and Δ*rco*-*3* (FGSC17928) were obtained from the Fungal Genetics Stock Center (FGSC) [80]. The mutant Δ*cre*-*1* was a gift from the laboratory of Professor N. Louise Glass of the University of California, Berkeley. Multiple deletion mutants were generated via sexual crosses of the above-mentioned mutants (FGSC protocol, http://www.fgsc.net/Neurospora/NeurosporaProtocolGuide.htm). Artificial misexpression strains were constructed by transforming the Δ*2hgt*;*his*-*3* ^−^ strain with the linearized plasmid pMF272 harboring the clock-controlled gene 1 (*ccg*-*1*) or *M. grisea* ribosomal protein 27 (*MgRP27*) [44, 48] promoters, various gene-coding sequences or point-mutated analogs, and flanking regions from the *his*-*3* gene sequence [81]. Transformants with histidine prototrophy were selected for further purification via microconidial separation (FGSC protocol, http://www.fgsc.net/Neurospora/NeurosporaProtocolGuide.htm). At least three purified biological transformants per selected gene were used for downstream experiments. *N. crassa* strains were pre-grown on slants containing 3 mL Vogel’s minimal medium [82] with 2.0% (*w/v*) sucrose as a sole carbon source for 1–2 days in darkness at 28 °C, followed by constant light for 6–8 days at room temperature to obtain mature conidia. Unless indicated, *N. crassa* conidia were inoculated into liquid Vogel’s minimal medium with various carbon sources at 10^6^ conidial mL^−1^ with constant light shaking at 200 rpm, 25 °C. For CCR sensitivity analysis, 2-DG (Sigma-Aldrich, St. Louis, MO, USA) was added to 100 mL liquid Vogel’s minimal medium containing 2.0% Avicel PH-101 (Sigma-Aldrich) to a final concentration of 0.1%.

For media shift experiments, *N. crassa* cultures were pre-grown on 100 mL Vogel’s salts supplemented with 2.0% sucrose for 16 h, with the generated mycelia then filtered through six layers of gauze and immediately washed with sterilized water at least five times. The mycelia from each flask pre-culture were then transferred to 100 mL Vogel’s medium containing 0–10% glucose as the sole carbon source, followed by 60-min growth according to previous studies [23]. The mycelia were subsequently sampled via filtration and flash frozen in liquid nitrogen for total RNA extraction. For low-glucose uptake assays, the washed mycelia were transferred to 100 mL carbon-free Vogel’s medium with shaking for 90 min [23]. The carbon-starved mycelia were then centrifuged at 3220×*g* for 5 min, and approximately 4 mL wet mycelia were transferred into new medium containing 100 mL Vogel’s salts plus 0.02% glucose with shaking at 25 °C and 200 rpm. Culture supernatants (500 µL) were taken at indicated time points (0, 5, 10, 20, and 30 min) and immediately filtered through 0.22-µm membranes. Each mycelial culture used for the glucose uptake assay was harvested, dried, and weighed. Glucose concentrations were measured with a Megazyme d-Glucose Assay kit according to the manufacturer’s instructions (Megazyme, Wicklow, Ireland). Equivalent glucose uptake was defined as the amount of glucose consumed per gram of dried mycelia.

*Saccharomyces cerevisiae* EBY.VW4000 [41], a gift from Professor Eckhard Boles, was grown in YPM medium (1.0% yeast extract, 2.0% peptone, 2.0% maltose, and optionally 2.0% agar) for subsequent use. Recombinant strains were cultured in synthetic complete medium (SC) supplemented with drop-out amino acids lacking uracil (Ura^−^) and 2.0% glucose or maltose as the sole carbon source (with or without 2.0% agar). For the growth complementation assay, recombinant strains were incubated in liquid SC (Ura^−^) medium with maltose. Cells were harvested at an optical density at 600 nm (OD_600_) of 1.0–2.0, washed twice with distilled water, and resuspended in distilled water to an OD_600_ of 0.25–0.30. Serially diluted cells (×1, ×10, and ×100; 2 µL for each diluted clone) were plated on solid SC (Ura^−^) medium containing either maltose or glucose. Growth on maltose or glucose medium at 3 or 6 days, respectively, was photographed with a Canon camera (Canon EOS207, Japan).

### Plasmid construction

The open reading frames (ORFs) of *cre*-*1*, *hgt*-*1/*-*2*, and *glt*-*1* were amplified from the cDNAs of *N. crassa*. For misexpression of these genes in the Δ*2hgt* mutant, their ORFs were inserted into the multiple cloning sites of the shuttle vector pMF272 [83] driven by either the *ccg*-*1* or the *MgRP27* promoter and tagged with enhanced green fluorescence protein (eGFP). The analogs *hgt*-*1*(R172K), *hgt*-*2*(R155K), and *glt*-*1*(R167K) were generated by site-directed mutagenesis using high-fidelity PCR polymerase (Thermo Fisher Scientific, Waltham, MA, USA). For heterologous expression in *S. cerevisiae*, these transporter ORFs were recombined with the yeast shuttle vector pRS426 [84] fused with the native phosphoglycerate kinase-1 (*pgk*-*1*) promoter and the eGFP reporter gene. Cloning primers are listed in Additional file 15: Table S6. Restriction enzymes were purchased from Thermo Fisher Scientific. All recombinant plasmids were amplified in *Escherichia coli* strain DH5α and sequenced for gene authenticity.

### RNA extraction, sequencing, and data analysis

Mycelial sampling and total RNA extraction were performed as described in a previous study [43]. Briefly, cultured mycelia were harvested by filtration and immediately frozen in liquid nitrogen. Total RNA was isolated with Trizol reagent (Invitrogen, Carlsbad, CA, USA) and further purified using DNase I (RNeasy Mini kit, Qiagen, Hilden, Germany). The RNA concentration and OD_260_/OD_280_ were measured with a Nanodrop 2000c (Thermo Scientific), and RNA integrity was checked by agarose gel electrophoresis and using an Agilent 2100 (Agilent Technologies, Santa Clara, CA, USA).

Qualified RNA with an OD_260_/OD_280_ >1.8 and RIN (RAN Integrity Number) >7.0 was prepared according to Shenzhen BGI (Shenzhen, China) and Novogene (Tianjin, China) standard protocols, and sequenced on an Illumina HiSeq 2000/2500 platform (San Diego, CA, USA). The biological reproducibility of the RNA-Seq data was demonstrated to be high through sample-to-sample clustering [25] and Spearman correlation analysis (Additional file 1: Figure S1, Additional file 9: Figure S6). Read mapping and counting using TopHat2 (version 2.0.12) [85] and HTSeq (version 0.6.0) [86] was performed as previously described [43]. The reads mapped to each transcript were used to calculate normalized transcript abundance (as RPKM [87]) and to perform differential gene expression analysis in GFOLD (version 1.1.0) [88] and DESeq2 (version 1.2.10) [25]. Genes with a DESeq2 *P* value <1 × 10^−4^ were considered to be statistically differentially expressed at a robust significance level. Because genes with |GFOLD| > 1 are empirically more likely to be of biological importance [88], a combined criterion of |GFOLD| > 1 and *P* < 1 × 10^−4^ was applied for genome-wide differential gene analysis. DESeq2 [25] was used to estimate expression fold-changes, which represent apparent expression changes that may also be useful for assessment of biological expression variations. RNA-Seq raw data are available at the Gene Expression Omnibus under accession number GSE78952.

Hierarchical clustering analysis was performed using Cluster 3.0 [89] or the pheatmap package in R (version 1.0.2) (http://www.r-projectorg). To generate a clustering heatmap, the RPKM values of each gene were log-transformed and calculated by the complete linkage method with Euclidean distance as the similarity metric. Selected differentially expressed genes were submitted to the MIPS Functional Category Database [28], and significantly enriched pathways were estimated.

### qRT-PCR

Quantitative real-time reverse-transcription polymerase chain reaction was performed using SYBR Green Realtime PCR master mix (Toyobo, Osaka, Japan) according to the manufacturer’s instructions on a CFX96 real-time PCR detection system (Bio-Rad, Hercules, USA). Each reaction was conducted in duplicate or triplicate. The actin gene (NCU04173) was used as an endogenous control for all experiments. All primers used in this study are listed in Additional file 15: Table S6. The relative expression level of each gene was calculated using the 2^−ΔΔCt^ method [90].

### cAMP measurements

Samples submerged in Vogel’s medium with 2.0% Avicel and cultured for the indicated time periods were harvested by filtration and immediately frozen in liquid nitrogen. Mycelia were finely ground in liquid nitrogen, transferred to 1.0% hydrochloric acid, briefly vortexed, and frozen at −80 °C until use. Before cAMP measurements, the samples were thawed at 4 °C and centrifuged at 12,000×*g* for 15 min at 4 °C. The supernatant was used for the cAMP assay following the Applied Biosystems (Waltham, MA, USA) protocol. The protein concentration of each supernatant was quantified by the Bradford method (Bio-Rad). The protein in the pellet was solubilized in 0.5% sodium dodecyl sulfate plus 0.1 M sodium hydroxide, vortexed for 30 s, and also measured using the Bradford method.

### Secreted enzyme and dried mycelial weight assays

For secreted protein assays, 800 µL of each culture supernatant was collected during the growth period (2–7 days with Avicel and 1–6 days with cellobiose), centrifuged at 15,294×*g* for 8 min to remove mycelia, and stored at 4 °C for analysis within 24 h or at −20 °C for sodium dodecyl sulfate polyacrylamide gel electrophoresis (Novex NuPAGE Pre-cast Protein Gels; Thermo Fisher Scientific).

The total secreted protein content was determined using the Bradford method (Bio-Rad) with bovine serum albumin as a standard. Carboxymethyl cellulase and xylanase activities were measured using an Azo-CMC/xylan kit (Megazyme) according to the manufacturer’s instructions. Exoglucanase activity was assayed as previously described using *p*-nitrophenyl-d-cellobioside (Sigma-Aldrich) as the substrate [43].

Mycelia grown on sucrose, glucose, and cellobiose for designated times were harvested, dried, and weighed. Biomass dry weights of the Avicel cultures were measured according to a previous study [43] with a slight modification. In brief, 5 mL of thoroughly mixed culture broth was centrifuged at 3220×*g* for 5 min. After discarding the supernatant, 3 mL 80% (*v/v*) acetic acid:concentrated nitric acid (10:1, *v/v*) reagent was added and the mixture was boiled in water for 1 h to solubilize the fungal biomass. This procedure was repeated with a fresh 3-mL aliquot of acetic acid:nitric acid reagent. The reaction mixture (residual Avicel) was then centrifuged, dried, and weighed. Mycelial dry weight was defined as the dry weight of the original 5-mL culture minus that of the reaction mixture.

### Microscopy and imaging

Visualization of eGFP-tagged glucose transporters in *S. cerevisiae* and *N. crassa* was conducted using a 100 × 1.4 NA oil immersion objective on a Leica TCS SP5 II laser scanning confocal microscope (Leica, Wetzlar, Germany). For confocal microscopy of yeast, single clones of recombinant EBY.VW4000 strains harboring various glucose transporters were inoculated into SC(Ura^−^) liquid medium supplemented with 2.0% maltose and grown overnight to an OD_600_ of 1.0–2.0. The cell cultures were centrifuged, washed twice with sterile water, and resuspended in phosphate-buffered saline solution. For microscopy of *N. crassa*, recombinant *N. crassa* was pre-grown on Vogel’s medium with 2.0% sucrose for 16 h and then briefly washed with sterilized water at least five times and resuspended in Vogel’s medium with either 2.0% Avicel, glucose, or no added carbon for 4 h with shaking at 200 rpm and 25 °C. Before confocal scanning, mycelia were treated with 1 µg mL^−1^ 4′,6-diamidino-2-phenylindole for 15 min as needed. Images were processed using the Leica Microsystems LAS AF-TCS MP (version 2.4.1) and ImageJ (version 1.47) software.

### Radiolabeled glucose transport

A glucose transport assay in yeast was performed according to a previously published protocol [33].

### Phylogenetic analysis

Amino acid sequences of GLT-1 and HGT-1/-2 (http://www.broadinstitute.org) were used as queries in BLASTp searches against the protein sequences in the genomes of *A. nidulans*, *A. niger*, *A. oryzae*, *A. fumigatus*, *M. thermophile*, *T. reesei*, *B. cinerea*, *C. globosum*, *C. graminicola*, *F. graminearum*, *M. oryzae*, *U. maydis*, and *T. marneffei* in the National Center for Biotechnology Information (NCBI) and DOE Joint Genome Institute (JGI) databases. The best hits with identity >50%, *E*-value <1 × 10^−10^, and coverage >60% were selected as the closest homologs of GLT-1 and HGT-1/-2, with the exception of two GLT-1 homologs (Um XP_758184.1: 43% identity; Mo XP_003719105.1: 40% identity). Among these highly conserved homologs, under-documented low- and high-affinity glucose transporters served as positive controls. Hexose transporters of *S. cerevisiae* and *H. sapiens*, and reported pure sensors in *S. cerevisiae* and *N. crassa* were included as outgroups. The protein sequences of these MFS transmembrane proteins were aligned with ClustalW [91] using the following parameters: protein weight matrix, Gonnet; gap opening penalty, 10; gap extension, 0.2; and gap distance, 5. A phylogenetic tree was constructed under the JTT amino acid substitution model by maximum likelihood in MEGA 5.2 [92], with 1000 bootstrap replicates.

### Data plotting

All figures were plotted on the R program platform (http://www.r-project.org/) or Excel 2013. Unless otherwise indicated, values represent the means of at least three replicates; error bars show standard deviations.

## Additional files

**Additional file 1: Figure S1.** Validation of RNA-Seq data of *N. crassa* in response to a glucose gradient. (**a**) Sample-to-sample clustering and Spearman analysis. (**b**) No-carbon data reproducibility between published data [26] and this study.

**Additional file 2: Table S1.** Gene expression profiling and differential analysis of transcriptional responses to a glucose gradient in *N. crassa*. For each gene, RPKM, log_2_ fold change, and *P* values are given for each level of glucose *vs*. 2.0% glucose.

**Additional file 3: Table S2.** Functional category analysis (FunCat) of up/downregulated genes at each level of glucose *vs.* 2.0% glucose. Sheet 1: functional category analysis of upregulated genes; sheet 2: functional category analysis of downregulated genes; sheet 3: gene expression dynamics and annotation of pioneer responses to glucose depletion (no-carbon or glc_0.05% *vs*. glc_2.0%).

**Additional file 4: Figure S2.** Transient glucose uptake of WT, Δ*2hgt*, Δ*2hgt*;Δ*NCU00450*, and Δ*2hgt*;Δ*NCU05897* strains. Values represent means of triplicates; error bars show standard deviations.

**Additional file 5: Figure S3.** Heatmap of expression modes of *glt-1* and *hgt-1/-2* on various carbon sources. Log-transformed RPKM values of *glt-1* and *hgt-1/-2* were clustered by pheatmap.

**Additional file 6: Figure S4.** Secreted protein production of Avicel cultures of WT, Δ*hgt-1*, Δ*hgt-2*, and Δ*2hgt* strains. Each data point represents the mean of triplicates; error bars indicate standard deviations.

**Additional file 7: Figure S5.** Relative dried mycelial weights of Δ*glt-1*, Δ*2hgt*, and Δ*2hgt*;Δ*glt-1* strains *vs.* the WT grown on Avicel for the indicated times. Average values and standard deviations from at least three replicates are shown.

**Additional file 8: Table S3.** Relative enzyme activity per dried cell weight (gram) *vs.* WT and Student’s *t*-test of Figure 5C.

**Additional file 9: Figure S6.** Validation of RNA-Seq data of the WT, Δ*cre-1*, Δ*2hgt*, and Δ*2hgt*;Δ*cre-1* grown on Avicel for the indicated times. The results of sample-to-sample clustering and Spearman analysis are shown.

**Additional file 10: Table S4.** Gene expression profiling and differential expression analysis of Δ*2hgt* and Δ*2hgt*;Δ*cre-1* vs. the WT or Δ*cre-1* grown on Avicel for the indicated times.

**Additional file 11: Table S5.** Hierarchical clustering and functional category analysis of differentially expressed genes in Δ*2hgt vs.* the WT. Sheet 1: expression clustering and functional annotation of the 629 genes upregulated in Δ*2hgt* vs. the WT; sheet 2: functional category analysis of genes up/downregulated in Δ*2hgt* vs. the WT; sheet 3: expression profile and functional annotation of the major documented genes in the conidiation process of *N. crassa*.

**Additional file 12: Figure S7.** Phenotypes of WT, Δ*glt-1*, Δ*cre-1*, Δ*2hgt*, Δ*2hgt*;Δ*glt-1*, Δ*2hgt*;Δ*cre-1*, and Δ*2hgt*;Δ*glt-1*;Δ*cre-1* strains grown on 2.0% cellobiose as the sole carbon source. (A) Dynamics of secreted protein production by the tested strains. (B) Endo-glucanase (CMCase), xylanase, and exo-glucanase (pNPCase) of 7-day-culture supernatants. (C) Residual glucose and (D) cellobiose of the supernatants. (E) Dried mycelial weights of tested strains grown for 1 and 3 days. Values represent averages of triplicates; error bars show standard deviations.

**Additional file 13: Figure S8.** Confocal imaging of the Δ*2hgt* mutant expressing CRE-1 controlled by *ccg-1* or ribosomal protein 27 promoters after 16 h of mycelial pre-growth under no-carbon, Avicel, and glucose conditions, respectively. The scale bar corresponds to 10 µm.

**Additional file 14: Figure S9.** Relative expression levels of *glt-1*, *hgt-1/-2*, and another putative glucose transporter, NCU06358, in the Δ*rco-3* mutant *vs.* the WT treated with 0.5% glucose for 1 h. Average values and standard deviations of two biological replicates/two technical replicates are shown.

**Additional file 15: Table S6.** Primers used in this study.

## Abbreviations

cAMP: cyclic adenosine monophosphate
CAZy: carbohydrate-active enzyme
CCR: carbon catabolite repression
CMCase: carboxymethyl cellulase
eGFP: enhanced green fluorescence protein
FGSC: Fungal Genetics Stock Center
GEO: gene expression omnibus
MFS: major facilitator superfamily
PKA: protein kinase A
qRT-PCR: quantitative real-time reverse transcription polymerase chain reaction
RPKM: reads per kilobase per million mapped reads
SDS-PAGE: sodium dodecyl sulfate polyacrylamide gel electrophoresis
WT: wild type

How the deposited data were processed for this re-analysis (not part of the article)

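The data comprise RNA-Seq of 32 cultures of *N. crassa*, 12 of the WT on a glucose gradient and 20 of the WT and 3 deletion mutants on Avicel. According to the paper and the deposited descriptions, the authors sequenced the libraries on Illumina instruments, mapped the reads with TopHat2 2.0.12, counted them on genes with HTSeq 0.6.0, and called differential expression with DESeq2 1.2.10 and GFOLD 1.1.0. The authors deposited, for each culture, the raw count of each of 9730 loci and the length of the locus, without normalization or filtering. Of these loci 9729 were matched to the RefSeq table of assembly NC12, from which gene symbols and positions were taken. The genome build used by the authors for mapping is not named in the paper's text.

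Cultures were grouped by strain, carbon source and time from the sample labels, Table 1 and Table 2. Replicate 2 on 0.5% glucose is given as 1 h in its title and as 2 h in its growth description, and was taken as 1 h. Total counts per culture ranged from 7093195 to 10814266 on the glucose gradient (median 8418780.5) and from 8724261 to 14064847 on Avicel (median 12943893.5). RPKM was computed as the count divided by the total count of the culture and by the locus length, times 1000000000, and is given as mean and SD over replicates.

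Each experiment was fitted as a whole in edgeR 4.0.16 under R 4.3.3, with 1 coefficient per group, TMM normalization and two-sided quasi-likelihood tests. Genes with at least 10 counts in at least 2 cultures were tested, 8043 on the glucose gradient and 8642 on Avicel. A gene was called at an unadjusted p under 0.0001 and an absolute log2 fold change above 1. The paper's second criterion, on GFOLD, was replaced by the log2 fold change, since GFOLD was not run. Adjusted p values are Benjamini-Hochberg values from edgeR. The standard error of a log2 fold change was obtained from its value and the F statistic. The biological coefficient of variation was 0.147 on the glucose gradient and 0.143 on Avicel. Most groups hold 2 cultures, so an exact permutation test of a single value cannot give a p under 0.333, and the calls depend on a spread shared across genes. The culture on 0.05% glucose for 2 h has no replicate and its values were not tested. Differences between effects were tested as interactions in the same fit.

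The calling was tested on simulated data with 200 changed genes. It recovered 88% of them for 2 groups of the glucose gradient, 91% for 2 groups on Avicel and 80.5% for a difference between effects, with 1, 0 and 1 false calls. DESeq2 recovered 92.5%, 95% and 85%, with 7, 3 and 5 false calls. Each simulated gene had the same spread in all groups, and changes were set only in genes above a minimum mean count. The simulated changes exceeded the fold-change threshold. Calls where groups differ in spread were therefore not tested.

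The genes named are those that the paper's text names in a sentence about RNA-Seq data, the deleted genes in every culture, and for each comparison the 2 genes with the largest rise and the 2 with the largest fall among called genes in which every culture of one group lies above every culture of the other. Gene sets were taken from the paper's Tables S2 and S5. Some lists in Table S2 are incomplete in their cells, and the genes listed were used. Of the 26 transporters of Fig. 2a, 22 were paired with a locus.

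The alternatives were an adjusted p under 0.05, no minimum fold change, a test against a log2 fold change of 1, fits of the compared groups alone, the replicate number as a block, no filter and a filter of 50 counts, DESeq2 1.42.0 with its size factors, library totals without TMM, and each replicate left out in turn. The summed values were also recomputed with other gene sets, scalings and averages. Further alternatives chosen after seeing the data were DESeq2 with a prior on fold changes, a replicate block fitted to the compared groups alone in either pairing, and other fillings of the table for Fisher's exact test. edgeR ran with limma 3.58.1, and sums, ratios and Fisher's exact tests were computed in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures drawn with matplotlib 3.10.9. FunCat enrichment, clustering and GFOLD were not analysed here, nor were measurements other than RNA-Seq.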

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

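The tests of scaling, mislabelling and strain differences for *cre-1* and all tests for *matA-1* were chosen only after the result was seen.

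*cre-1* differed between times in its response to the deletion of *hgt-1* and *hgt-2*. It was higher in Δ*2hgt* than in the WT at 40 h and lower at 72 h, in both cultures of each, and the difference between the effects at 72 and 40 h, tested as an interaction, was -1.888 (standard error 0.270, adjusted p = 5.50e-05). With library totals in place of TMM normalization the difference was -2.281. With the 20 genes of the highest share of counts removed and library totals it was -2.046, and after thinning every library to the depth of the smallest it was -1.86. Scaling, a few genes taking most of the counts and depth therefore did not remove it. A mislabelled sample was tested on the deleted genes, and 0 cultures of the WT or Δ*2hgt* had *hgt-1* or *hgt-2* counts of the other genotype. This would show a swapped genotype but not swapped times within a strain. A sequencing batch could not be examined, since the sample sheet holds 0 batch columns. Another difference between the strains could not be examined either, since 0 mutant cultures had *matA-1* above 10 counts and the mating type follows the genotype. The pattern may reflect the time course of derepression, but it cannot be told apart from swapped time labels, a sequencing batch or another difference between the strains.

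The effect of the deletion also differed between 72 and 40 h in 1302 genes, 746 upward and 556 downward, by the same kind of test. After thinning 1210 genes were called, and without the 20 genes of the highest share of counts 1294. Across genes, the rank correlation of the difference with gene length was 0.043. Depth and a few highly expressed genes did not account for the number. The correlation with gene length is signed and does not bear on a count of genes in both directions, and sequencing batch was not tested, so the pattern cannot be told apart from either, nor from the difference in mating type genes between Δ*2hgt* and the WT described below for *matA-1*.

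With and without *cre-1*, the effect of the deletion differed in 690 genes at 40 h and in 290 at 54 h, tested as an interaction. After thinning these counts were 616 and 275. The rank correlations with gene length were 0.113 at 40 h and -0.116 at 54 h. Depth did not explain the counts. They cannot be told apart from an effect of gene length, on which a signed correlation does not decide, or of batch, which was not tested. Nor can they be told apart from the difference in mating type genes, since only the effect with *cre-1* compares a mutant with the WT. With only the compared groups fitted, the counts were 160 and 638, so which time has more such genes depends on the groups fitted.

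*glt-1* was among these genes at 40 h. Its rise upon deletion of *hgt-1* and *hgt-2* was larger without *cre-1* than with it by 3.851 on the log2 scale (standard error 0.413, adjusted p = 1.71e-05), and it was higher upon that deletion in 2 of 2 cultures in both backgrounds. Without the 20 genes of the highest share and with library totals this difference was 3.604, and after thinning 3.774. At 54 h it was 0.90 (adjusted p = 0.148) and was not called. In Δ*cre-1* against the WT, *glt-1* had log2 fold changes of -0.32 at 40 h and 0.73 at 54 h, neither of them called, and with 1 culture left out these ranged from -0.573 to 0.033 and from 0.509 to 0.921. Sequencing batch was not tested, no biological explanation was tested, and the difference cannot be told apart from that in mating type genes.

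*matA-1*, which the paper does not discuss, had at most 10 counts in the 14 mutant cultures against 953 to 2158 in the 6 WT cultures. Mislabelled samples were tested on the deleted genes, and 0 mutant cultures had a deleted gene at the level of the strains that keep it. At the WT level the smallest mutant library would hold 595 *matA-1* counts, so depth does not account for it. If the mutants carry the other mating type, other mating type genes should separate the strains as well. The test was not independent, since *mfa-1* among them was already known as one of the largest rises in Δ*2hgt*, but 6 of 6 did. The mutants may therefore be of the other mating type than the WT, and comparisons of a mutant with the WT cannot be told apart from that difference for genes that respond to it. The comparison of Δ*2hgt*;Δ*cre-1* with Δ*cre-1* does not have it.

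Counts of the pheromone precursor gene *mfa-1*, also outside the paper's discussion, made up as much as 22.98% of a culture of Δ*cre-1* at 54 h. It had 562 to 9977 counts in the WT and 16578 to 3232613 in the mutants. No technical explanation was tested for *mfa-1* beyond those for *matA-1*.

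The paper lists no genes for Δ*cre-1* against the WT on Avicel. In that comparison 259 genes were called at 40 h and 559 at 54 h. No technical explanation was tested for these counts, and no biological one, and the mating type genes above separate the same strains.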

How the results depend on the processing

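Every alternative was fixed before the data were examined, except DESeq2 with a prior on fold changes, the replicate block fitted to the compared groups alone in either pairing, and the other fillings of the table for Fisher's exact test, all chosen after seeing the data. Counts of genes are called changed when they differ by more than 1.5 times from the count reported. Except where a value below shows it, the cause was not tested.

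With an adjusted p under 0.05 in place of the unadjusted threshold, the numbers of genes were 954 on 0.05% and 542 on 10.0% glucose. For Δ*2hgt* against the WT they were 1186 at 40 h and 1148 at 54 h, for Δ*2hgt*;Δ*cre-1* against Δ*cre-1* 1909 and 1532, and for Δ*cre-1* against the WT 548 and 995. The interactions with *cre-1* gave 1787 and 803, and that between 40 and 72 h 2374.

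A test against a log2 fold change of 1 gave 281 and 62 genes on 0.05% and 10.0% glucose, 458 and 410 for Δ*2hgt* at 40 and 54 h, 685 and 577 for Δ*2hgt*;Δ*cre-1* against Δ*cre-1*, 44 and 313 for Δ*cre-1*, and 375 and 156 for the interactions with *cre-1*.

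Fitting only the compared groups gave 107, 11 and 305 genes on 0.05%, 0.5% and 10.0% glucose. At 40 h it gave 263 for Δ*2hgt*, 233 and 158 for Δ*2hgt*;Δ*cre-1* against the WT and Δ*cre-1*, and 121 for Δ*cre-1*. The interactions with *cre-1* gave 160 at 40 h and 638 at 54 h, and that between times 790.

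DESeq2 gave 714, 8 and 341 genes on 0.05%, 0.5% and 10.0% glucose and 1057 and 466 for the interactions with *cre-1*. The replicate block gave 750, 3 and 305 genes on the same 3 concentrations. In that fit the only culture numbered 3, on 0.05% glucose for 1 h, had its own coefficient and was in effect left out. DESeq2 with a prior, chosen after seeing the data, gave 2 on 0.5% and 361 on 10.0% glucose. Without a filter 1 gene was called on 0.5% glucose. Without a minimum fold change 443 genes were called for Δ*cre-1* at 40 h.

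Library totals without TMM gave 1355 genes for Δ*2hgt* at 54 h, 534 for Δ*cre-1* at 40 h and 3229 for Δ*2hgt*;Δ*cre-1* against the WT at 40 h. With the 20 genes of the highest share of counts removed, the last was 2763, against 1871 with TMM, so a few genes taking most of the counts may explain part of the change. For the same comparison the replicate block on the compared groups alone gave 37 genes by number and 509 with the pairing crossed, both chosen after seeing the data.

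For CAZy expression in Δ*2hgt*;Δ*cre-1* at 40 and 54 h and in Δ*2hgt* at 72 h relative to the WT, the ratios were 2.16, 3.47 and 10.39 with the C1 genes only, 2.306, 3.414 and 18.9 as geometric means, and 4.639, 5.919 and 11.32 with effective library sizes from TMM. All remained above 1. The lowest Spearman's rho on the glucose gradient was 0.9812 over all genes. The share of *hgt-1* and *hgt-2* on no carbon was 78.39% without the length correction.

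In the 3 fits that each left out one replicate on 0.05% glucose, 355 to 781 genes were called. The ratios of CAZy expression ranged from 2.399 to 3.067, from 4.183 to 4.233 and from 6.544 to 9.873, and the share from 79.25 to 82.23%. In the other comparisons a group is left with 1 culture. There, genes called in the full fit were counted if they kept their direction and an absolute log2 fold change above 1, without a test, so these counts cannot rise and show no stability.

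Log2 fold changes changed sign with library totals for *cre-1* on 0.5% glucose (-0.043), *gna-1* (0.027) and *cdt-1* (0.009) on 10.0% glucose, and *clr-1* at 40 h (-0.098) and 54 h (-0.231). That of *rco-3* on 0.05% glucose did so with the replicate block (-0.309) and that of *ras-2* on 0.5% glucose with the prior (0.00037). None of them was called in the main comparison. With 1 culture left out, 13 log2 fold changes, including 5 of these, had values on both sides of 0, the widest those of *cdt-2* on 0.5% glucose (-1.382 to 0.138) and *eas* at 72 h (-0.822 to 0.206). These 13 were not called either. Of the other values, 3283 kept their direction and side of the threshold, 105 moved, 125 became stronger and 105 weaker, besides the 7 named first.

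A pseudocount and the alternatives for RPKM files were not applicable to counts and gave no value. With 2 cultures in most groups, the depth and replication leave the size of changes in weakly expressed genes imprecise.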

Differences from the paper's values

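DESeq2 with a prior on fold changes, the crossed pairing and the fillings of the table for Fisher's exact test were chosen after seeing the values. Of 55 log2 fold changes compared with the paper's, 8 differed, 0 of them in sign, and of 41 other values 25 differed. Only the settings named reached the paper's value. The others set before the data were examined did not.

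On the glucose gradient, 1505 upregulated genes were called on no carbon against the paper's 921, and none of the alternatives closed the gap. Downregulated genes were 1734 against the paper's 1134. They came within 1.5 times of it with a test against a log2 fold change of 1 (1682), a filter of 50 counts (1573) and library totals without TMM (1485). Leaving out replicate 2 on 2.0% glucose or on no carbon also brought them there. Those fits leave 1 culture in a group and count only calls kept from the full fit, so they explain nothing. On 0.05% glucose for 1 h upregulated genes were 183 against the paper's 66, and 63 with only the compared groups. Downregulated genes were 248 against the paper's 116, and 166 with the test against a log2 fold change of 1. On 10.0% glucose upregulated genes were 83 against the paper's 41 under no closing setting, and downregulated genes were 100 against the paper's 55, and 43 with the test against a log2 fold change of 1.

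For Δ*2hgt* against the WT at 40 h, upregulated genes were 404 against the paper's 128 and downregulated genes 341 against the paper's 135. With only the compared groups they were 158 and 105. At 54 h upregulated genes were 544 against the paper's 305, with 332 by the test against a log2 fold change of 1 and 255 with library totals. Downregulated genes were 206 against the paper's 78, and 78 by that test. At 72 h upregulated genes were 928 against the paper's 378, and 529 with library totals, and downregulated genes were 712 against the paper's 265 with no closing setting. Over the 3 times upregulated genes were 1371 against the paper's 629, and 845 with library totals, and downregulated genes were 1001 against the paper's 384 with none.

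For Δ*2hgt*;Δ*cre-1* against the WT at 40 h, upregulated genes were 1010 against the paper's 274, with 184 for only the compared groups, 399 with library totals, and 396 with the block in crossed pairing, chosen after seeing the values. Within the 629 gene set they were 366 against the paper's 189, with 129 and 236 under the first 2 of these settings. At 54 h upregulated genes were 903 against the paper's 562, with 742 by the test against a log2 fold change of 1 and 451 with library totals. At 1 time or more they were 1382 against the paper's 677, and 650 with library totals.

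Against Δ*cre-1* at 40 h, upregulated genes were 674 against the paper's 120 and, within the 629 gene set, 274 against the paper's 84. With only the compared groups they were 117 and 85. At 54 h they were 516 against the paper's 240, and 312 by the test against a log2 fold change of 1. Within the 629 gene set they were 283 against the paper's 182, with 223 by that test and 251 with library totals. At 1 time or more they were 939 against the paper's 317 with no closing setting, and within the 629 gene set 385 against the paper's 225, with 335 for only the compared groups and 330 with library totals.

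Fisher's exact p of the CAZy genes in C1 was 5.85e-12 against the paper's 6.65e-5. Among 10 tables computed after seeing the paper's value, 2 gave 6.65e-05, the one with 57, 70, 237 and 629 as its cells and its transpose.

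The log2 fold change of *cdt-1* on 0.05% glucose was 3.193 against the paper's 2.652, and 2.879 without replicate 2 on 0.05% glucose. The log2 fold change of *glt-1* in Δ*2hgt* at 40 h was 5.943 against the paper's 5.155 with no closing setting. At 54 h it was 6.366 against the paper's 5.952, with 5.846 by library totals, 6.034 without replicate 2 of Δ*2hgt*, and 6.082 by the prior chosen after seeing the values. At 72 h it was 8.146 against the paper's 7.756, with 8.122 by DESeq2, 8.104 for only the compared groups, 8.132 without a filter, 7.64 by library totals, 7.781 without replicate 1 of Δ*2hgt*, 8.092 without replicate 2 of the WT, and 8.031 by the prior chosen after seeing the values. In Δ*2hgt*;Δ*cre-1* at 40 h it was 9.474 against the paper's 8.931, with 8.722 by library totals, 9.251 without replicate 1 of the WT, and 9.259 by the prior chosen after seeing the values.

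In Δ*2hgt* at 40 h, the log2 fold change of *fl* was -3.536 against the paper's -2.325, with -3.005 without replicate 1 of Δ*2hgt*, -2.675 without replicate 2 of the WT, and -2.29 by the prior chosen after seeing the values. For *eas* it was -5.747 against the paper's -1.398 with no closing setting. For *ada-6* it was -3.259 against the paper's -2.517, with -2.711 without replicate 1 of Δ*2hgt* and -2.943 by the prior chosen after seeing the values.

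Several statements of the paper differ from the values obtained. The paper names *glt-1* as the single transporter constantly expressed on high glucose. The RPKM of NCU00450 was 30.9, 28.8 and 31.4 on 0.5%, 2.0% and 10.0% glucose, lower than that of *glt-1* (284.7, 246.8 and 305.8). NCU09321 (23.02, 23.58 and 25.89), NCU08858 (23.09, 25.25 and 22.78), NCU01813 (22.72, 20.77 and 32.7) and NCU00821 (31.6, 51.45 and 158.1) were also above 20 at each concentration. The paper names 4 responsive C1 transporters, and NCU04537 and NCU06358 also rose on 0.05% glucose for 1 h, with log2 fold changes of 3.74 and 2.73.

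The text of the paper gives fewer genes in C1 than the 273 that Table S5 lists. It describes C1 genes as decreasing over time in both strains, and in Δ*2hgt* 157 of the 273 were lower at 72 than at 40 h. That count is in RPKM, scaled by library totals, and was not recomputed with TMM. The paper counts more gluconeogenesis genes than the 1 that Table S5 marks, which had log2 fold changes of 2.16 at 40 h, -0.15 at 54 h and -0.52 at 72 h.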

Other observations

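The comparison of mating genes, and the overlap of the genes called in Δ*2hgt* and Δ*cre-1*, were chosen only after the results were seen.

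Δ*cre-1* on Avicel had a CAZy sum of 1.31 times that of the WT at 40 h and 0.824 times at 54 h. The sum in Δ*2hgt* was 1.97 and 1.41 times that of the WT, and in Δ*2hgt*;Δ*cre-1* it was 2.05 and 5.11 times that of Δ*cre-1*. These sums are in RPKM, scaled by library totals. *mfa-1* took 19.65% and 22.98% of the counts of the Δ*cre-1* cultures at 54 h, which lowers the RPKM of their other genes. The value of 0.824 therefore does not settle a direction, and 5.11 may be too high. Of the 404 genes called up in Δ*2hgt* at 40 h, 42 were called up in Δ*cre-1* (10.4%), and of the 341 called down 39 (11.4%). At 54 h these were 60 of 544 (11%) and 36 of 206 (17.5%). In Δ*cre-1* at 40 h only 165 genes were called up and 94 down, which bounds the shares at that time. Both comparisons use the same WT cultures and carry the difference in mating type genes. The shares therefore do not measure how much of the 2 effects is common. The median log2 fold change of the 70 CAZy genes in Δ*cre-1* was 0.74 at 40 h and -0.11 at 54 h, and 0.32 and -0.44 with library totals.

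Other genes related to mating separated the WT from the mutants in every culture. *matA-2* had 9 to 63 counts in the WT and 0 in the mutants, *matA-3* 37 to 98 against at most 1, *ccg-4* 20512 to 244099 against at most 334, *pre-1* 37 to 107 against 4 to 22, and *pre-2* 4 to 15 against 344 to 2469.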
